# Hypoxia-responsive circular RNA *circAAGAB* reduces breast cancer malignancy by activating p38 MAPK and sponging *miR-378 h*

**DOI:** 10.1186/s12935-023-02891-0

**Published:** 2023-03-10

**Authors:** Kuan-Yi Lee, Chia-Ming Liu, Li-Han Chen, Chien-Yueh Lee, Tzu-Pin Lu, Li-Ling Chuang, Liang-Chuan Lai

**Keywords:** *circAAGAB*, Hypoxia, Breast cancer, Tumor suppressor, p38 MAPK, miRNA sponge, Radiosensitivity

## Abstract

**Background:**

Breast cancer is a prevalent disease in women, with high prevalence worldwide. The hypoxic microenvironment of solid tumors develops during the progress of carcinogenesis and leads to greater malignancy and treatment resistance. Recently, accumulating evidence indicates that non-coding RNAs, such as circular RNAs (circRNAs), play a pivotal role in altering cellular functions. However, the underlying mechanisms of circRNAs in breast cancer are still unclear. Therefore, the purpose of this study was to investigate the role of a tumor-suppressive circRNA, *circAAGAB,* in breast cancer by assuming down-regulation of *circAAGAB* under hypoxia and the properties of a tumor suppressor.

**Methods:**

Firstly, *circAAGAB* was identified from expression profiling by next generation sequencing. Next, the stability of *circAAGAB* increased by interacting with the RNA binding protein FUS. Moreover, cellular and nuclear fractionation showed that most *circAAGAB* resided in the cytoplasm and that it up-regulated *KIAA1522*, *NKX3-1*, and *JADE3* by sponging *miR-378 h*. Lastly, the functions of *circAAGAB* were explored by identifying its down-stream genes using Affymetrix microarrays and validated by in vitro assays.

**Results:**

The results showed that *circAAGAB* reduced cell colony formation, cell migration, and signaling through p38 MAPK pathway, as well as increased radiosensitivity.

**Conclusion:**

These findings suggest that the oxygen-responsive *circAAGAB* acts as a tumor suppressor in breast cancer, and may contribute to the development of a more specific therapeutic regimen for breast cancer.

## Introduction

Cancer is a major disease worldwide with high occurrence, poor prognosis, and high mortality [1]. Because of genetic and epigenetic changes, normal cells progressively transform into cancer cells, resulting in uncontrolled cell division and rapid growth [2]. Two main categories of genes are involved in the process of carcinogenesis: oncogenes and tumor suppressor genes. Tumor suppressor genes can inhibit cell proliferation and tumor development in normal cells. However, when tumor suppressor genes are inactivated by loss of function mutations, they facilitate tumorigenesis [3]. During solid tumor progression, the rapid proliferation of cancer cells outpaces the growth of the surrounding blood vessels and results in insufficient blood supply, leading to a hypoxic microenvironment. Thus, cancer cells must alter their molecular mechanisms and metabolism to adapt to hypoxia in order to support continuous growth and proliferation.

In addition, due to these genetic alterations, tumor hypoxia enhances resistance to treatments such as chemotherapy, radiotherapy, and immunotherapy. Hypoxia decreases pH and forms an acidic microenvironment, which leads to drug resistance through a series of mechanisms, such as a lower concentration of the drug caused by the ion trapping phenomenon [4] or activity of a multidrug transporter p-glycoprotein [5]. Also, hypoxia enhances resistance to radiation therapy [6]. Thus, most hypoxic tumor cells grow continuously. Furthermore, immunity is also suppressed in a hypoxic microenvironment by inhibiting the recruitment of T-cells, myeloid-derived suppressor cells, macrophages, and neutrophils [7], or increasing resistance of tumor cells to the cytolytic activity of immune effectors [8, 9], as well as up-regulating immune checkpoint proteins, such as programmed death 1 ligand (PD-L1) [10] and cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) receptor [11]. Altogether, tumor hypoxia makes cancer cells more malignant and resistant to therapy.

A growing body of evidence shows that non-coding RNAs play a pivotal role in regulating signaling pathways and modulating tumor progression [12, 13]. Circular RNAs (circRNAs), a class of non-coding RNAs with a single-stranded circular structure, were considered as functionless byproducts of aberrant RNA splicing at first [14]. In fact, they are functional nucleic acids derived from pre-mRNA and created through back-splicing of the 3’ end of a donor to the 5’ end of an acceptor [15]. This particular form enables circRNAs to lack polyA tails and be more stable than linear RNAs [16]. Recently, a number of reports have indicated that circRNAs have many biological functions [17]. For example, circRNAs act as a sponge for microRNA (miRNA) to inhibit its interaction with its target genes in the cytoplasm [18–20]. CircRNAs also interact with RNA binding proteins (RBPs) to regulate transcription [21–23], splicing, or epigenetic alterations [21, 23–25]. Some research also demonstrated that circRNAs can be translated into functional small peptides through ribosome binding on internal ribosome entry site (IRES) [26, 27]. As a result of these diverse functions, circRNAs are involved in the pathogenesis of various human diseases, such as cardiovascular disease [28], diabetes [29], nervous system disorders [30], and cancer [31]. Especially, circRNAs play the crucial roles of oncogene or tumor suppressor via a variety of mechanisms. For instance, an oncogenic circRNA, *circRNA-MYLK*, induced epithelial–mesenchymal transition (EMT), cell proliferation, and angiogenesis by activating the VEGFA/VEGFR2 signaling pathway in bladder cancer [32]. In contrast, *cir-ITCH* acted as a tumor suppressor in colorectal cancer by regulating the Wnt/β-catenin pathway [33]. However, the detailed mechanism of circRNA in regulating breast cancer cells as they adapt to hypoxia still remains unclear.

In this study, a hypoxia-responsive circRNA, *circAAGAB*, derived from the alpha- and gamma-adaptin-binding protein p34 gene *AAGAB,* was identified in breast cancer MCF-7 cells by RNA sequencing, and the circular structure and expression levels under different oxygen concentrations were validated. *CircAAGAB* resided mainly in the cytoplasm and was found to sponge the miRNA *miR-378 h* and bind to the RNA binding protein FUS. Finally, genes regulated by *circAAGAB* were identified by Affymetrix microarrays, and in vitro functional assays showed inhibition of proliferation and migration ability as well as the increase of radiosensitivity in breast cancer MDA-MB-231 cells overexpressing *circAAGAB*.

## Materials and methods

### Cell culture

Breast cancer cell lines, MCF7 and MDA-MB-231, and the HEK293T cell line were cultured in Dulbecco’s Modified Eagle Medium (GIBCO, Carlsbad, CA, USA). MDA-MB-361 cells were cultured in L-15 medium (GIBCO). ZR-75-30 cells were cultured in Dulbecco's Modified Eagle Medium: Nutrient Mixture F-12 (GIBCO). T47D cells were cultured in RPMI 1640 medium (GIBCO). All breast cancer cell lines and HEK293T were supplemented with 10% fetal bovine serum (FBS) (HyClone, Logan, UT, USA) and 1% penicillin–streptomycin solution (GIBCO). All cell lines were incubated at 37 °C in a humidified incubator with 5% CO_2_ under normoxia. To verify whether *circAAGAB* was oxygen-responsive, cells were cultured in a hypoxic chamber (InVivO2-200, Ruskinn Technology, Bridgend, UK) filled with 0.5% O_2_, 5% CO_2_, and 94.5% N_2_ for 24 h. After incubation under hypoxia, cells were moved to the humidified incubator with normoxic conditions for another 24 h to mimic re-oxygenation.

### Cell line authentication

Cell experiments were performed on cells that were passaged less than 15 times and were routinely tested for mycoplasma using PCR Mycoplasma Detection Kit (ABM Inc., Vancouver, Canada). The cell lines were purchased and authenticated by the Bioresource Collection and Research Center, Food Industry Research and Development Institute (Hsinchu, Taiwan).

### Plasmid construction, RNA interference, and miRNA overexpression

To overexpress circular RNA *circAAGAB*, the *circAAGAB* sequence was inserted into the DNA plasmid pCIRC2T7 to construct pCIRC2T7-*circAAGAB* (BioMed Resource Core (BMRC) of the 1st Core Facility Lab, College of Medicine, National Taiwan University). To check the interaction and binding site between *circAAGAB* and *miR-378 h*, plasmid pMIR-REPORT-*circAAGAB* (BMRC) was constructed by inserting the *circAAGAB* sequence behind the sequence of firefly luciferase. In addition, pMIR-REPORT-*circAAGAB*-mut (BMRC) was constructed by mutating the putative binding site on *circAAGAB*. To knock down the expression of FUS, MDA-MB-231 cells were transfected with 5 μM of small interfering RNA (siRNA) (Dharmacon, Lafayette, CO, USA) in 2 mL medium for 48 h. To overexpress *miR-378 h*, MDA-MB-231 cells were transfected with 5 μM of *miR-378 h* mimics (Dharmacon) in 2 mL medium for 48 h. After transfection, MDA-MB-231 cells were lysed to extract total RNA.

### Genomic DNA extraction, RNA isolation, reverse transcription, and quantitative RT-PCR

Genomic DNA (gDNA) was extracted by QIAamp DNA Kits (Qiagen, Hilden, Germany). Cells were lysed by Nucleozol reagent (Machery-Nagel, Düren, Germany) and total RNA was purified according to the manufacturer’s protocols. Subsequently, total RNA was reverse-transcribed to complementary DNA (cDNA) using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA). For reverse transcription of miRNA, SuperScript IV Reverse Transcriptase (Invitrogen, CA, USA) was used with the primers (Table 1). cDNA acted as the template for quantitative RT-PCR with OmicsGreen qPCR MasterMix (OmicsBio, New Taipei City, Taiwan), and the cycle threshold (Ct) value was detected by StepOnePlus Real-Time PCR System (Thermo Fisher, Waltham, MA, USA). The relative gene expression was evaluated using the 2^−∆∆Ct^ method.

**Table 1:** The primers for quantitative RT-PCR

Gene/miRNA		Primer	Sequence (5ʹ to 3ʹ)	
Reverse transcription				
* miR-3127-5p*		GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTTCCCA		
* miR-671-5p*		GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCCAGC		
* miR-422a*		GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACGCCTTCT		
* miR-378i*		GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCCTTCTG		
* miR-378 h*		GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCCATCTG		
* U6* snRNA		CGCTTCACGAATTTGCGTGTCAT		
Quantitative RT-PCR				
* circAAGAB*		Forward	CTGAATGCCAATGTGTGGTC	
		Reverse	CTATCAAGGCCCGATTTTTG	
* AAGAB*		Forward	ACAGCACACAAA AATCGGGC	
		Reverse	ATTGGCATTCAGGGCTTGGA	
* AAGAB* exon 2		Forward	AGTGACTTCCAATGATGCTGT G	
		Reverse	TGTGTGCTGTCAAAGTAAACCAC	
* 18S* rRNA		Forward	TCAACTTTCGATGGTAGTCGCCGT	
		Reverse	TCCTTGGATGTGGTAGCCGTTTCT	
* GAPDH*		Forward	AACGGGAAGCTTGTCATCAATGGA AA	
		Reverse	GCATCAGCAGAGGGGGCAGAG	
* BCAR4*		Forward	GTTCCGATGCTTGTCTTGCTC	
		Reverse	CCAAAGACGAAGATGCCAGG	
* U6* snRNA		Forward	GCTTCGGCAGCACATATACTAAAAT	
		Reverse	CGCTTCACGAATTTGCGTGTCAT	
* miR-3127-5p*		Forward	CGATCAGGGCTTGTGGAA	
		Reverse	GTGCAGGGTCCGAGGT	
* miR-671-5p*		Forward	CGGAGGAAGCCCTGGA	
		Reverse	GTGCAGGGTCCGAGGT	
* miR-422a*		Forward	CGCGACTGGACTTAGGGTC	
		Reverse	GTGCAGGGTCCGAGGT	
* miR-378i*		Forward	CGCGACTGGACTAGGAGT	
		Reverse	GTGCAGGGTCCGAGGT	
* miR-378 h*		Forward	CGCACTGGACTTGGTGT	
		Reverse	GTGCAGGGTCCGAGGT	
* KIAA1522*		Forward	CCAGGACAACGTCTTCTTTCC	
		Reverse	CAGCCACCCTTGTTCAGTTTC	
* NKX3-1*		Forward	CCCACACTCAGGTGATCGAG	
		Reverse	GAGCTGCTTTCGCTTAGTCTT	
* PHC3*		Forward	ACAGCAGTCAAGTATGTCCCA	
		Reverse	CTTGCCGTTAGGGTAGGGG	
* ELAC1*		Forward	GCTGGTCTTCCATTATGTGGTT	
		Reverse	GTGAAAGAGGCGAAATGCTTTT	
* ZNF124*		Forward	AAAGCCTTAGGTTTTTCCCGTT	
		Reverse	ACATGGATAGGGTTCTTCACCA	
* RAB10*		Forward	CTGCTCCTGATCGGGGATTC	
		Reverse	TGATGGTGTGAAATCGCTCCT	
* KCNIP2*		Forward	AATGTCCCAGCGGAATTGTCA	
		Reverse	GAGCCATCATGGTTGGTGTCA	
* PLCXD2*		Forward	GACTCGTTTCTTACACAGCACC	
		Reverse	AGCGTCAAACTTTCCACACTG	
* JADE3*		Forward	GACGTTCTGTTTATCCGACCC	
		Reverse	CCACAACCCATTTCTGCAAGG	
* FUS*		Forward	AGCTGGTGACTGGAAGTGTC	
		Reverse	GGTAGCCGCCTCGATCATAG	
* EGR1*		Forward	CCAGTGGAGTCCTGTGATCG	
		Reverse	TTCATCGCTCCTGGCAAACT	

### Western blotting

MDA-MB-231 cells were lysed in RIPA lysis buffer (Millipore, Billerica, MA, USA) with 0.1% SDS and sonicated. Subsequently, the proteins diluted by sample buffer were separated by sodium dodecyl sulfate‑polyacrylamide gel electrophoresis (SDS-PAGE) and then transferred onto polyvinylidene difluoride (PVDF) membranes (Bio‑Rad, Hercules, California, USA). The membranes containing proteins were blocked in Lightning Blocking Buffer (ArrowTec Life Science, Taiwan) for 5 min. Afterwards, membranes were incubated with primary antibodies against FUS (cat. no. A5921; ABclonal, Woburn, MA, USA), EGR1 (cat. no. 4154; Cell Signaling, Danvers, MA, USA), ATF3 (cat. no. 18665; Cell Signaling), phospho-p38 MAPK-T180/Y182 (cat. no. AP0526; ABclonal), total p38 MAPK (cat. no. A4771; ABclonal), vimentin (cat. no. ARG66199; Arigo Biolaboratories, Hsinchu, Taiwan), E-cadherin (cat. no. 3195; Cell Signaling), phospho-histone H2AX-Ser139 (cat. no. 2577; Cell Signaling), caspase-3 (cat. no. MBS8811560; MyBioSource, San Diego, CA, USA), GAPDH (cat. no. 2118; Cell Signaling), and ACTB (β-actin; cat. no. 4968; Cell Signaling) overnight at 4 °C. After washing 3 times with Tris-buffered saline with 1% Tween-20, the membranes were hybridized with horseradish peroxidase-conjugated secondary antibodies at room temperature for 1 h. Protein expression was visualized by an enhanced chemiluminescence substrate (Millipore, Billerica, MA, USA) and imaged using a BioSpectrum Imaging System (UVP, Upland, CA, USA). The intensities of bands were analyzed using ImageJ 1.48v (National Institutes of Health, USA).

### RNase R treatment

To confirm the circular structure of *circAAGAB*, total RNA was treated with 3 U RNase R (Lucigen, LGC Ltd, Teddington, UK) and 10X reaction buffer (Lucigen), and then incubated at 37 °C for 20 min. After RNA reverse transcription and PCR, PCR products were subjected to gel electrophoresis and visualized by a UVP Gel Solo system (Analytik Jena US, Upland, CA, USA).

### RNA pull-down assay

A total of 1 × 10^7^ MDA-MB-231 cells were lysed by cell lysis buffer (25 mM Tris–HCL pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5% NP-40) for each sample. Then, a Pierce Magnetic RNA–Protein Pull-Down Kit (Thermo Fisher) was used according to the manufacturer’s protocols. Magnetic beads conjugated with streptavidin were incubated with 3 μg biotinylated DNA oligo probe for 1 h. After the complex was formed, cell lysate was added into tubes containing the beads and incubated for 4 h. Subsequently, the complex was washed 4 times with wash buffer from the kit and 500 μL of cell lysis buffer. Finally, washed samples were measured by western blotting.

### Actinomycin D treatment

At approximately 60% confluency, MDA-MB-231 cells were transferred into 6-well plates. Cells were treated with 5 μg/mL actinomycin D (Sigma, Saint Louis, MO, USA) dissolved in DMSO and collected at the indicated time points. Total RNA was purified after the cells were lysed. After treatment with actinomycin D, the RNA expression levels of *circAAGAB* were analyzed by quantitative RT-PCR.

### Nuclear-cytoplasmic fractionation

For nuclear-cytoplasmic fractionation, RNAs in 8 × 10^5^ cells were extracted by a Cytoplasmic & Nuclear RNA Purification Kit (Norgen Biotek Corp., Ontario, Canada) according to the manufacturer’s protocols. The isolated RNA was detected by quantitative RT-PCR and normalized to *GAPDH* (cytoplasmic control) or *BCAR4* (nuclear control).

### RNA fluorescence in situ hybridization (RNA-FISH)

MDA-MB-231 cells (6 × 10^5^) were first seeded in cover glass chamber (80826, ibidi, Martinsried, Germany) overnight, washed with PBS once, and fixed with 4% paraformaldehyde for 10 min. After washing with PBS twice, cells were dehydrated with 70% EtOH for 2 h, and incubated with RNA probe (125 nM) at 37 °C overnight. The RNA labeling probes conjugated with 5ʹ modification 6-FAM (TTC CAA GGA TAT CAT TCT TCA TCA) were designed to target the back-splicing site of *circ-AAGAB*. Next, the cells were washed at 37 °C for 30 min, and mounted with Mounting Medium containing DAPI (ab104139, Abcam, Cambridge, UK). Finally, the images were acquired using a ZEISS LSM880 laser confocal microscopy (ZEISS, Heidelberg, Germany).

### Luciferase reporter assay

HEK293T cells were cultured in 24-well plates with 4 × 10^4^ cells per well. Cells were co-transfected with 50 μg of pMIR-REPORT-*circAAGAB* or pMIR-REPORT-*circAAGAB*-mut, 2 × 10^–2^ ng of *miR-378 h* mimics or mimic control, and 1 μg of Renilla luciferase vector as the transfection control. After transfecting for 48 h, cells were lysed by 100 μL luciferase lysis buffer (92.8 mM K_2_HPO_4_, 9.2 mM KH_2_PO_4_ and 0.2% Triton X-100 in ddH_2_O) on ice for 15 min and then centrifuged at 12,000xg relative centrifugal force for 2 min at 4 °C. Afterwards, the supernatant was isolated, and the luciferase signal was measured using the Dual-Glo Luciferase Assay System (Promega, Fitchburg, WI, USA).

### Microarray analysis

MDA-MB-231 cells were transfected with 4 μg of pCIRC2T7-*circAAGAB* plasmids and total RNA was purified. Subsequently, microarray experiments were done through the service of the Core Instrument Center, National Health Research Institutes (Miaoli, Taiwan). Briefly, human single-stranded cDNA was generated from the amplified complementary RNA with the WT Plus cDNA Synthesis Kit (Affymetrix, Santa Clara, CA, USA), and then fragmented and labeled with the WT Terminal Labeling Kit (Affymetrix). RNA expression profiling was performed using the Clariom S Assay (Affymetrix). After scanning, the data from the Affymetrix microarray was normalized by robust multichip averaging. Visual representation of expression profiles was evaluated by principal component analysis (PCA) and hierarchical clustering by the Genesis 1.7.7 program (Graz University of Technology, Graz, Austria). Interactions between genes, biological functions, and pathways were analyzed by Ingenuity Pathway Analysis (IPA, Ingenuity Systems Inc., Redwood City, USA). The datasets generated during the current study are available in the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158779).

### Colony formation assay

MDA-MB-231 cells were cultured in 6-well plates with 2 × 10^5^ cells per well and transfected with 4 μg of pCIRC2T7-*circAAGAB* plasmids for 24 h. Cells were reseeded into 6-well plates with 500 cell per well. After 3 weeks, cells were fixed by fixing buffer containing 75% methanol and 25% acetate (Sigma), and 0.1% crystal violet (Sigma) was added to dye the cells. Colonies of at least 50 cells were counted manually.

### Cell migration and invasion assay

MDA-MB-231 cells were seeded in 6-well plates with 2 × 10^5^ cells per well and transfected with pCIRC2T7-*circAAGAB* plasmids for 24 h. For cell migration, 6 × 10^5^ cells were seeded into the transwell chambers and incubated for 24 h. For cell invasion, 1 × 10^6^ cells were seeded into the transwell chambers coated with Matrigel and incubated for 48 h. After migration and invasion, cells were fixed by fixing buffer containing 75% methanol and 25% acetate (Sigma), and 0.1% crystal violet (Sigma) was added to stain the cells. Cells on the membrane were counted manually.

### Ionizing radiation (IR) treatment

MDA-MB-231 cells were seeded and transfected with pCIRC2T7-*circAAGAB* plasmids for 24 h. Then, the cells were exposed to 10 Gy of γ-rays by an IBL-637 Cesium-137 γ-ray machine (Cis-Bio International, Ion Beam Applications, Belgium) and harvested at 24 h after irradiation. Finally, the cells were stained by propidium iodide (PI) and analyzed on a Beckman Coulter FC500 instrument (Beckman Coulter, Inc.) using CXP Analysis Software v2.3 (Beckman Coulter, Inc.).

### Cell apoptosis and cell cycle analysis

MDA-MB-231 cells were seeded in 10 cm dishes with 1 × 10^6^ cells per dish and transfected with pCIRC2T7-*circAAGAB* plasmids for 24 h. Cells for examining apoptosis were harvested and stained by using a FITC Annexin V Apoptosis Detection Kit I (PharMingen, BD Biosciences, NJ, USA) according to the manufacturer’s protocols. Cells for examining the cell cycle were harvested and fixed by 75% ethanol at − 20 °C overnight, then lysed with 0.5% Triton X-100 (Amersham, Little Chalfont, Buckinghamshire, UK), subjected to RNase A (Qiagen) treatment (20 ng RNase A/mL in PBS) and stained with PI (BD Biosciences, NJ, USA) solution (20 μg PI/mL in PBS) in the dark for 10 min. Afterwards, cell cycle and cell apoptosis were detected by a Beckman Coulter FC500 instrument (Beckman Coulter, Inc.) using CXP Analysis Software v2.3 (Beckman Coulter, Inc.).

### Statistical analysis

All quantitative data are presented as the means ± standard deviations of data from at least three independent experiments, and an unpaired Student’s t-test was used to compare differences between groups. All analyses were performed using Microsoft Office Excel software, and a *P*-value < 0.05 was considered to be statistically significant.

## Results

### Characterization of hypoxia-responsive circular RNA *circAAGAB*

Since hypoxia promotes the malignancy of solid tumors, in order to determine whether circRNA acts as a tumor suppressor in breast cancer, hypoxia-downregulated circRNAs were explored by RNA sequencing from MCF-7 cells growing under normoxia (O_2_), hypoxia (N_2_), and re-oxygenation (Re-O_2_) conditions. The transcriptome of different oxygen conditions was profiled by Illumina sequencing after depleting ribosomal RNA [34]. CircRNA Identifier (CIRI) [35] was used to predict putative circRNAs by identifying the sequence of the back-splicing junction. The criteria for selecting hypoxia-downregulated circRNAs consisted of significant differences (*P*-value < 0.05) between N_2_ and O_2_ conditions and N_2_ and Re-O_2_ conditions, as well as no significant differences (*P*-value > 0.05) between O_2_ and Re-O_2_ conditions. *CircAAGAB*, consisting of exons 2 to 5 of *AAGAB* (5,007 nucleotides) (Fig. 1), was chosen for further experiments because it was down-regulated the most under hypoxia as compared with normoxia.

**Fig. 1:**
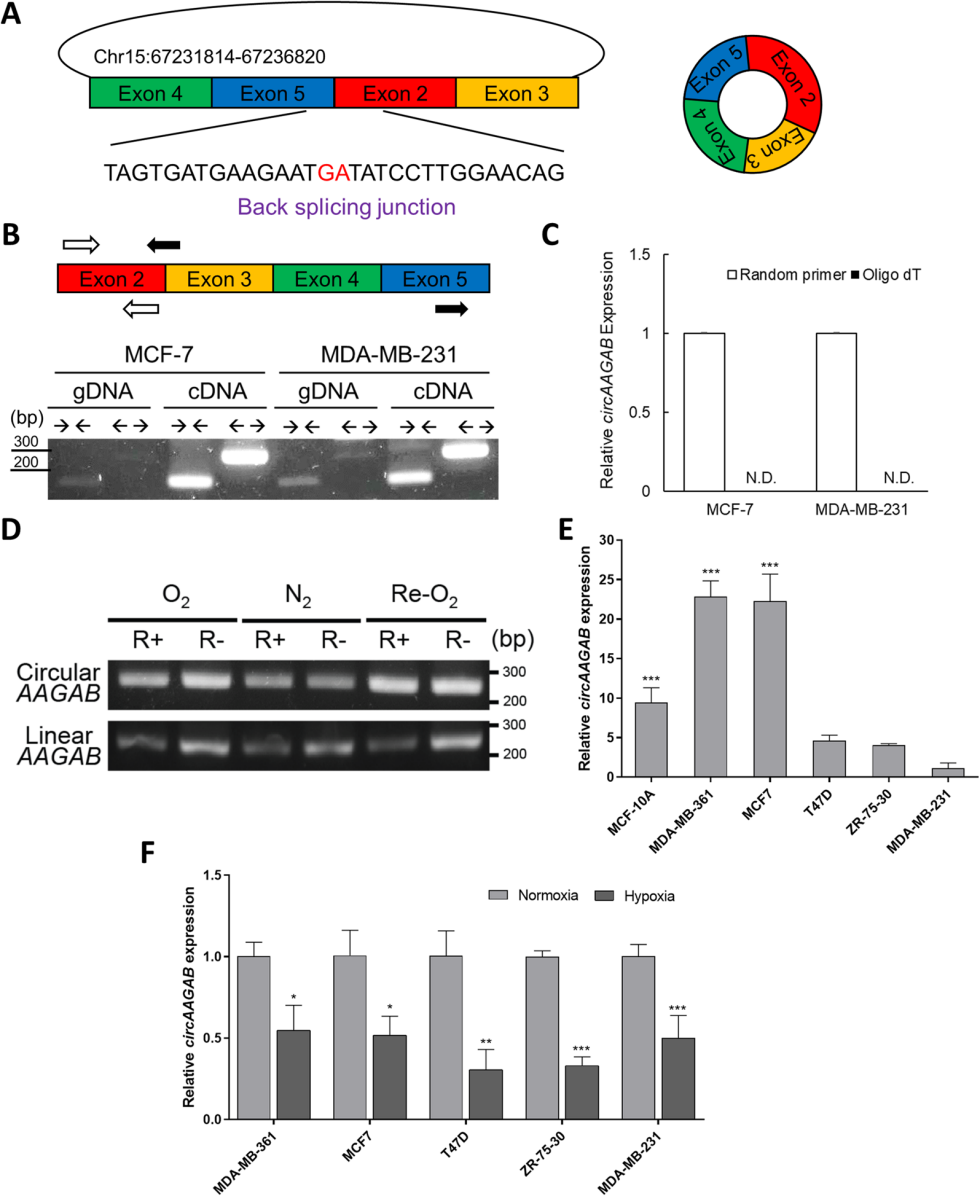
Characterization of hypoxia-responsive circular RNA *circAAGAB* in breast cancer cells under different oxygen concentrations. **A** Sequence of back-splicing junction using CircRNA Identifier (CIRI) [35]. **B** Gel electrophoresis of PCR products. Divergent primers (black arrows; ← →) and convergent primers (white arrows; → ←) for PCR. Genomic DNA (gDNA) or complementary DNA (cDNA) was used as the template to examine endogenous *circAAGAB* in MCF-7 and MDA-MB-231 cells. The PCR product length is 248 bp using divergent primers and 159 bp by using convergent primers. **C** Relative expression levels of *circAAGAB* by quantitative RT-PCR. Random primers or oligo dT were used for RT-PCR. N.D.: not detected. **D** Gel electrophoresis of PCR products from MCF-7 cells treated with RNase R under different oxygen concentrations. MCF-7 cells were treated with 3U RNase R for 20 min under normoxia (O_2_), hypoxia (N_2_), or re-oxygenation (Re-O_2_). The PCR product length of circular *AAGAB* is 248 bp and length of linear *AAGAB* is 254 bp. **E** Endogenous expression levels of *circAAGAB* in 5 breast cancer cell lines and normal breast epithelial MCF-10A cells by quantitative RT-PCR. **F** Quantitative RT-PCR analysis of *circAAGAB* in 5 breast cancer cell lines under normoxia and hypoxia. All of the quantitative RT-PCR results were normalized to the internal control 18S. *P < 0.05, **P < 0.01, ***P < 0.001

Firstly, to validate this circRNA by PCR, divergent primers (black arrows) were designed for priming at the back-splicing junction of *circAAGAB*; convergent primers (white arrows) were designed at exon 2 for both circular and linear *AAGAB* (Fig. 1B). gDNA and cDNA were used as the template in MCF-7 and MDA-MB-231 cells. The results showed the existence of linear *AAGAB* in gDNA and cDNA by using convergent primers (**→ ←**), and that circular *AAGAB* could only be amplified by using divergent primers (← →) in cDNA, not gDNA (Fig. 1B). In addition, given that the absence of a polyA tail is one of the characteristics of circRNAs, random primers and oligo dT primers were used to reverse-transcribe total RNA to cDNA, followed by quantitative RT-PCR. The results showed that only random primers, not the oligo dT primer, were able to amplify *circAAGAB* (Fig. 1C). Fourthly, total RNA was extracted from MCF-7 cells under O_2_, N_2_, and Re-O_2_ conditions, and was treated with 3 U of RNase R, an enzyme to digest linear RNAs. The product amplified by the divergent primer (*circAAGAB*) maintained the same expression level through RNase R treatment, but linear *AAGAB* was degraded in the presence of RNase R (Fig. 1D).

To determine the endogenous expression of *circAAGAB* in breast cancer cells, MDA-MB-361, MCF-7, T47D, ZR-75-30 and MDA-MB-231 cells, and human breast epithelial cell line MCF-10A cells were examined by quantitative RT-PCR. The results revealed that MDA-MB-231 cells had the least endogenous expression of *circAAGAB* (Fig. 1E). Furthermore, *circAAGAB* was significantly (*P* < 0.05) down-regulated under hypoxia in all examined breast cancer cell lines (Fig. 1F). These data suggested that the endogenous *circAAGAB* was downregulated under hypoxia in breast cancer cells.

### Identification of RNA binding protein of circAAGAB

Next, to identify RBPs interacting with *circAAGAB*, the bioinformatics tools, Encyclopedia of RNA Interactomes (ENCORI; (http://starbase.sysu.edu.cn/) and RNA-Binding Protein DataBase (RBPDB; http://rbpdb.ccbr.utoronto.ca/) were used to predict putative RBPs. ELAVL1, FUS, KHDRBS3, and YTHDC1 were the commonly predicted RBPs (Fig. 2A). Also, RNA-Protein Interaction Prediction (RPISeq) (http://pridb.gdcb.iastate.edu/RPISeq/) predicted the possible binding between *circAAGAB* and the four RBPs (Fig. 2B). In this study, FUS was chosen to explore whether it binds with *circAAGAB*. Firstly, RNA pull-down assays using a biotin-labeled probe against the junction of exons 2 and 5 of *circAAGAB* were performed in MDA-MB-231 cells. The results of western blotting illustrated that FUS could be pulled down by the probe specifically targeting circular *AAGAB*, but not by control probe (Fig. 2C). Next, to explore the effects of FUS on *circAAGAB*, *FUS* was knocked down by siRNA in MDA-MB-231 cells, and this significantly (*P* <0.05) decreased the expression of *circAAGAB* (Fig. 2D). Lastly, to explore the mechanism by which *FUS* silencing down-regulated *circAAGAB* in MDA-MB-231 cells, the stability of *circAAGAB* was examined. MDA-MB-231 cells were transfected with siRNA against *FUS* and simultaneously treated with actinomycin D, a transcription inhibitor, and then the expression levels of *circAAGAB* were examined at 0, 2, 4, 8, 12 h, respectively. The results displayed that the expression levels of *circAAGAB* were decreased significantly (*P* <0.05) after silencing *FUS* (Fig. 2E). These findings suggested that FUS increased the stability of *circAAGAB* through direct binding.

**Fig. 2:**
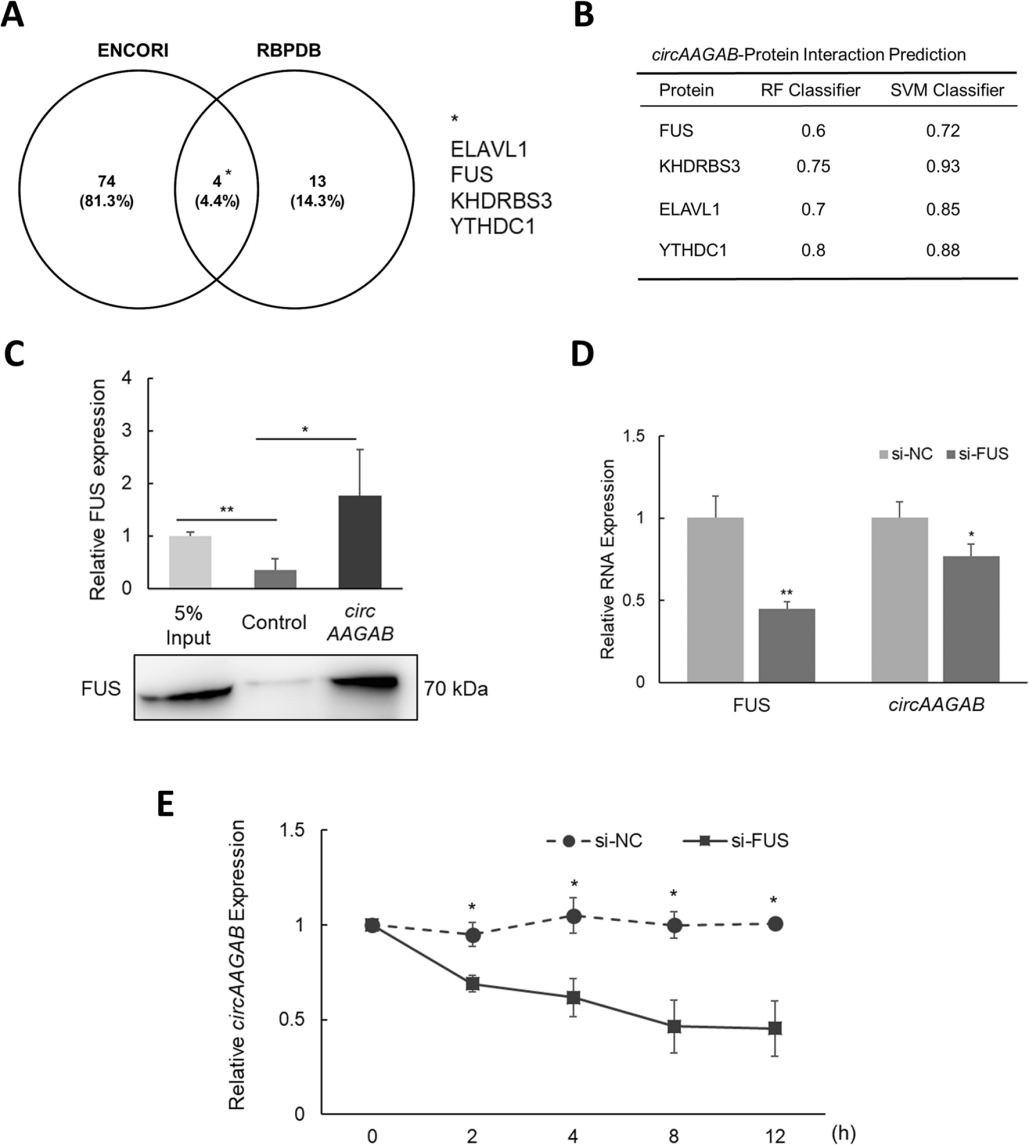
RNA binding protein FUS increases the stability of *circAAGAB* via direct binding. **A** Venn diagram of the predicted RNA binding proteins (RBPs). RNA binding proteins with *circAAGAB* were predicted by ENCORI (http://starbase.sysu.edu.cn/) and RBPDB (http://rbpdb.ccbr.utoronto.ca/). * The 4 common RBPs are shown. **B** The predicted possibility of interaction between *circAAGAB* and RBP. The binding possibility was calculated by RNA–Protein Interaction Prediction (RPISeq) (http://pridb.gdcb.iastate.edu/RPISeq/) using random forest (RF) and support vector machine (SVM) classifiers. Predictions with probabilities > 0.5 were considered positive. **C** RNA pull-down assay. Cell lysates were extracted from MDA-MB-231 cells, pulled down by biotin-labeled probe against *circAAGAB*, and subjected to western blotting using FUS antibody. **D** Expression levels of RNA in MDA-MB-231 cells transfected with siRNA against *FUS* by quantitative RT-PCR. NC: nontargeting control siRNA. Internal control: *GAPDH*. **E** Stability assay of *circAAGAB*. MDA-MB-231 cells were transfected with 5 μg/mL actinomycin D and siRNA against *FUS.* The expression levels of *circAAGAB* were measured by quantitative RT-PCR at various time points. NC: nontargeting control siRNA. Internal control: *GAPDH*. *P < 0.05, **P < 0.01

### Identification of microRNA sponged with *circAAGAB*

Next, to explore the regulatory roles of *circAAGAB* in breast cancer cells, nucleus-cytoplasm fractionation for RNA was performed in MCF-7 and MDA-MB-231 cells under hypoxia. The results displayed that *circAAGAB* was mostly distributed in the cytoplasm under hypoxia in both MCF-7 (Fig. 3A) and MDA-MB-231 cells (Fig. 3B). RNA-FISH assay also indicated that the location of *circ-AAGAB* was mainly at cytoplasm (Fig. 3C). Since circRNAs in cytoplasm were reported to serve as miRNA sponges, the potential miRNA targets were predicted by ENCORI and miRDB (http://mirdb.org/). Among the predicted miRNAs, there were 12 miRNAs in common (Fig. 3D). The top 5 miRNAs with the highest target score from miRDB analysis (*miR-3127-5p*, *miR-671-5p*, *miR-422a*, *miR-378i*, and *miR-378 h*) were chosen for experimental validation (Fig. 3D). First, MCF-7 and MDA-MB-231 cells were transfected with the vector, pCIRC2T7-*circAAGAB*, to overexpress *circAAGAB*. After *circAAGAB* was successfully overexpressed in MCF-7 and MDA-MB-231 cells (Fig. 3E), the expression levels of the predicted miRNAs were measured in MCF-7 (Fig. 3F) and MDA-MB-231 (Fig. 3G) cells overexpressing *circAAGAB.* Among the sponged miRNAs, the results showed that only *miR-378 h* expression was significantly (*P* < 0.05) reduced in both MCF-7 (Fig. 3F) and MDA-MB-231 (Fig. 3G) cells overexpressing *circAAGAB*. To further verify the direct binding of *circAAGAB* to *miR-378 h*, the luciferase reporter plasmid, pMIR-REPORT-*circAAGAB*, was constructed, and the potential binding site of *miR-378 h* on *circAAGAB*, i.e., the seed region of *miR-378 h*, was mutated (Fig. 3H). When HEK293T cells were co-transfected with pMIR-REPORT-*circAAGAB* and *miR-378 h* mimics, the luciferase signals were significantly (*P* < 0.01) reduced, and this result was reversed in the presence of the *circAAGAB* mutant (Fig. 3I). Furthermore, as the expression of *circAAGAB* was downregulated under hypoxia, the expression levels of *miR-378 h* were upregulated in MDA-MB-231 cells under hypoxia (Fig. 3J).

**Fig. 3:**
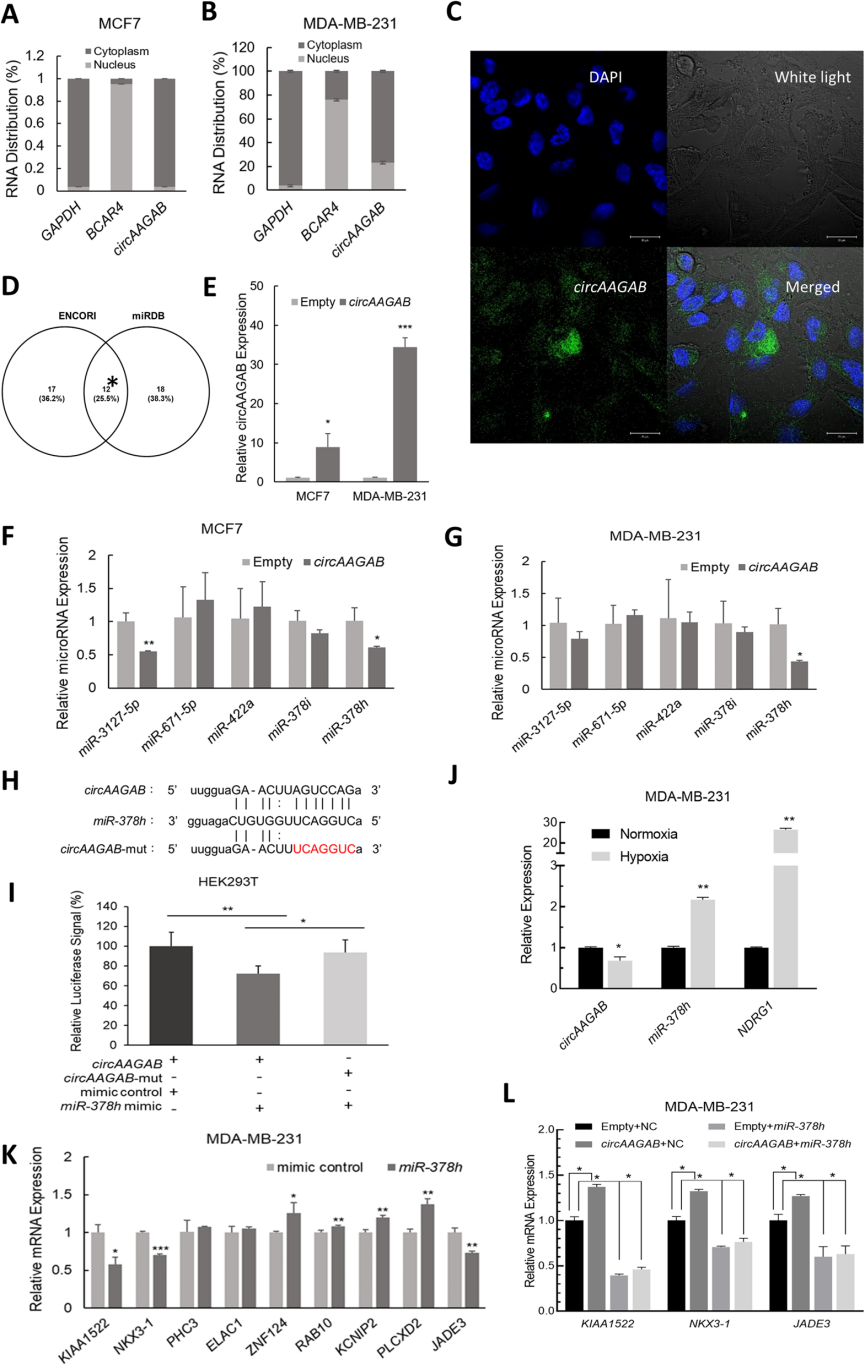
*CircAAGAB* acts as a sponge for *miR-378 h* and inhibits its effect on target genes. **A** Nucleus-cytoplasm fractionation of RNA in MCF-7 cells under hypoxia. Distribution of *circAAGAB* in MCF-7 cells was detected by quantitative RT-PCR. *GAPDH*: cytoplasmic marker; *BCAR4*: nuclear marker. **B** Nucleus-cytoplasm fractionation of RNA in MDA-MB-231 cells under hypoxia. C RNA fluorescence in situ hybridization. Probe labelled with digoxigenin-conjugated UTP was designed to hybridize *circAAGAB*. DAPI: nucleus marker. Scale bar: 20 μm. **D** Venn diagram of the predicted miRNAs. The *circAAGAB*-binding miRNA candidates were predicted by ENCORI (http://starbase.sysu.edu.cn/) and miRDB (http://mirdb.org/). * Top 5 miRNAs with the highest target score of the 12 common miRNAs are shown. **E** Expression levels of *circAAGAB* in cells overexpressing *circAAGAB* by quantitative RT-PCR. MCF-7 and MDA-MB-231 cells were transfected with 4 μg *circAAGAB* plasmids (pCIRC2T7-*circAAGAB*). Internal control: 18S rRNA. **F**, **G** Expression levels of miRNAs in MCF-7 (**F**) or MDA-MB-231 (**G**) cells overexpressing *circAAGAB*. The top 5 miRNAs with highest target score from miRDB were chosen for validation by quantitative RT-PCR. Internal control: 18S rRNA. **H** Schematic graph of the potential binding site of *circAAGAB* on *miR-378 h*. The binding site was aligned by ENCORI. Letters in red are the mutation site. **I** Luciferase reporter assay. HEK293T cells were co-transfected with pMIR-REPORT-*circAAGAB* or its mutant plasmid, *miR-378 h* mimics, and Renilla plasmid for 48 h. The luciferase signal was measured by the Dual-Glo luciferase reporter assay system. The firefly signal was normalized to Renilla signal and mimic control. **J** Expression levels of *circAAGAB* and *miR-378 h* in MDA-MB-231 cells under hypoxia. *NDRG1*: positive control of hypoxia. **K** Expression levels of the predicted target genes of *miR-378 h* in cells overexpressing *miR-378 h*. MDA-MB-231 cells were transfected with *miR-378 h* mimics. RNA levels of the target genes predicted by miRDB and DIANA (http://diana.imis.athena-innovation.gr/DianaTools/index.php) were measured by quantitative RT-PCR. Internal control: *GAPDH*. **L** Expression levels of the downstream genes in MDA-MB-231 cells overexpressing *circAAGAB* and/or *miR-378 h* by quantitative RT-PCR. *P < 0.05, **P < 0.01, ***P < 0.001

Next, to investigate the target genes of *miR-378 h*, miRDB and DIANA (http://diana.imis.athena-innovation.gr/DianaTools/index.php) were first used to predict the target genes. The top 9 genes with the highest target scores from the miRDB analysis were examined in MDA-MB-231 cells overexpressing *miR-378 h*. The RNA levels of only three genes, *KIAA1522*, *NKX3-1,* and *JADE3*, were significantly (*P* < 0.05) decreased (Fig. 3K). Subsequently, quantitative RT-PCR was performed to confirm whether *KIAA1522*, *NKX3-1,* and *JADE3* were downstream genes of *circAAGAB*. As the results show, *KIAA1522*, *NKX3-1,* and *JADE3* expression significantly (*P* < 0.05) increased in MDA-MB-231 cells overexpressing *circAAGAB*, and downregulated in cells overexpressing *miR-378 h* alone or together with *circAAGAB* (Fig. 3L). These results suggested that *miR-378 h* was the downstream gene of *circAAGAB* and *circAAGAB* disinhibited the target genes of *miR-378 h*, *KIAA1522*, *NKX3-1,* and *JADE3*, by sponging *miR-378 h* (Fig. 3L).

### Identification of *circAAGAB*-regulated genes

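RNA of MDA-MB-231 cells, an established line of triple-negative human breast cancer, was measured on Clariom S arrays 24 h after transfection with 4 µg of the *circAAGAB* plasmid or with the empty vector. There were 3 arrays in each group, and their number limits the precision. The paper's statistics section speaks of at least 3 independent experiments without naming the arrays, and no source used here says that the arrays came from separate cultures, so the spread that the p-values measure may be technical. The authors normalized the arrays by robust multichip averaging and deposited 1 log2 value per probe set. Of the 21448 probe sets, 17709 (82.6%) carried 1 gene symbol in the array's annotation and 3739 carried none. The difference between the groups, *circAAGAB* overexpression minus empty vector, was tested for every probe set with limma, two-sided, with Benjamini-Hochberg adjustment and no filter on dim probe sets. The deposited values came with no detection calls, so the 95th percentile of the mean signals of the olfactory receptor genes, 4.65 on the log2 scale, served as a gauge of background. *AAGAB*, the host gene of the transfected exons, rose from 7.67 ± 0.09 (SD, n = 3) with the empty vector to 11.28 ± 0.41 (SD, n = 3) with the *circAAGAB* plasmid. This was a log2 difference of 3.61 (standard error 0.22, adjusted p = 0.00319 from limma), and the 3 arrays of each group did not overlap. The plasmid carries exons of this gene, so RNA made from the plasmid may account for the rise. The probe set does not tell such RNA from that of the host gene itself, and no value is given here for the circular junction. With the methods' test applied probe set by probe set, *AAGAB* did not pass after adjustment.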

To investigate the cellular function of *circAAGAB* in breast cancer cells, differentially expressed genes were first identified in MDA-MB-231 cells overexpressing *circAAGAB* by Affymetrix microarrays. The genomic profiling of MDA-MB-231 cells overexpressing *circAAGAB* was evaluated by PCA. 

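Over all 21448 probe sets, the first principal component held 58.3% of the variance and the second 15.1%. The first component set both arrays of replicate number 1 apart from the rest. Its scores were -30.0 for the empty vector and -48.3 for *circAAGAB* overexpression in replicate 1, against 7.19 to 29.4 for the other 4 arrays, and the groups overlapped on it. The group accounted for 12.9% of the total variance on 1 degree of freedom, and the replicate number for 64.5% on 2. The rest held 22.6% on 2, so per degree of freedom the share of the group was close to that of the rest. The picture was different for the 80 probe sets with a fold change of at least 1.5 and an unadjusted p under 0.05 from limma, *AAGAB*, *EGR1* and *ATF3* among them. Over these, the first component held 75.3% of the variance and the second 10.8%. The empty vector arrays had scores of -4.78 to -2.71 on the first component and the *circAAGAB* arrays had scores of 3.05 to 4.01. These probe sets were selected by the difference between the groups. The same selection parted the arrays on the first component in 9 of the 10 ways of splitting them 3 against 3, the real one included.

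**Figure D1:**
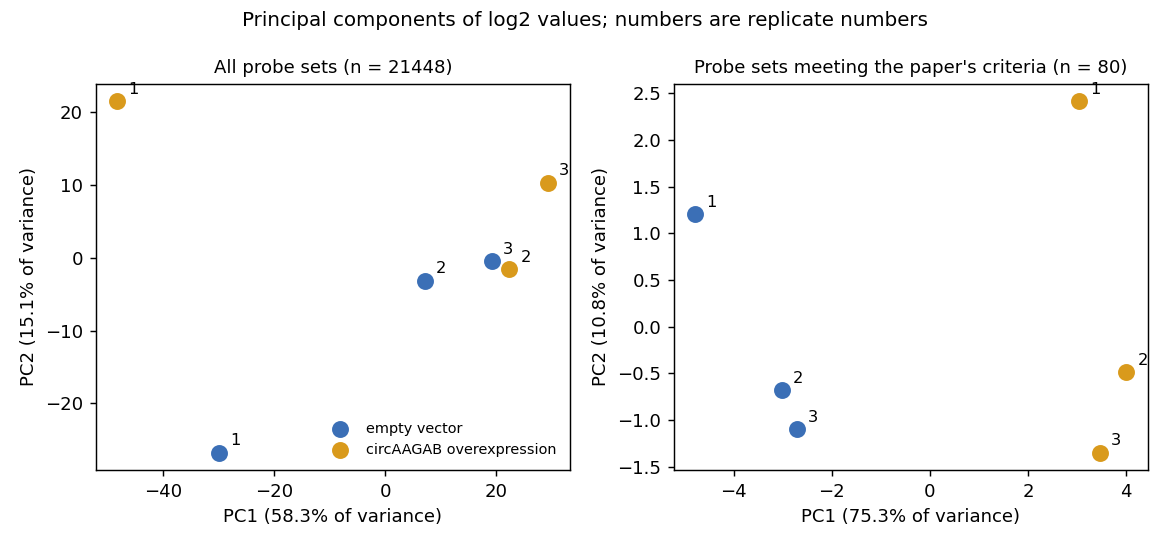
Scores of the 6 arrays on the first and second principal components of the log2 values, in arbitrary units of the component, for all probe sets (left) and for the 80 probe sets that meet the fold change and p criteria (right). Each point is 1 array, coloured by group and marked with its replicate number. On the left both arrays of replicate number 1 lie at -48.3 and -30.0 on the first component, and on the right the groups lie on opposite sides of 0.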

As shown in Fig. 4A, the distribution between *circAAGAB*-overexpressing samples (yellow dots) and the empty control samples (blue dots) was separated, indicating the different transcription profiling in MDA-MB-231 cells overexpressing *circAAGAB*. The criteria we used to define differentially expressed genes were a ≧1.5-fold change and a *P*-value < 0.05. In total, 77 differentially expressed genes were identified, 45 up-regulated and 32 down-regulated genes (Fig. 4B, C). 

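Apart from *AAGAB*, the genes of largest fold change that met these criteria with a signal above the olfactory receptor gauge, leaving out *EGR1* and *ATF3*, were *CLTRN*, *ZXDA* and *RGS2* on the higher side, with log2 differences of 0.80, 0.78 and 0.78. *CLTRN* encodes collectrin, a membrane protein that aids amino acid transport, and *RGS2* a regulator of G protein signaling. On the lower side they were *ACVR1B*, a type I activin receptor, at -0.68 and the zinc finger gene *ZNF641* at -0.66. The other genes of largest fold change lay below the gauge, among them *NDST4*, which modifies heparan sulfate, at 0.81, *CLK1*, a kinase of splicing factors, at 0.81, *CGNL1*, a cell junction protein, at -0.77, and *CSGALNACT1*, which starts chondroitin sulfate chains, at -0.67. Counting genes up by the paper's criteria, and genes down by the paper's criteria, with limma's unadjusted p, 46 probe sets were higher and 34 were lower, and 62 of these 80 carried a gene symbol. At an adjusted p under 0.05, only *AAGAB* passed; the next smallest adjusted p was 0.478. An unadjusted p under 0.05 was met by 468 probe sets, where chance gives 1072 if the arrays are independent. By a check of correlations the replicate numbers pair the arrays, though weakly for number 2 (0.189). The fit without the numbers counts the shared differences between them as noise, which lowers such counts. With the replicate number as a block, 1457 had an unadjusted p under 0.05. By the paper's criteria the block gave 107 probe sets, against 62 to 130 in the other 3 splits of the arrays that part every replicate pair. Of the 80 probe sets, 60 (75.0%) lay below the gauge, against 31.6% of all probe sets (Fisher's exact test, two-sided, p = 1.67e-15), and 6 of the 80 were olfactory receptors. The 3 arrays of each group did not overlap for 59 of the 80 probe sets, while this held for 7.90% of all probe sets, where chance gives 10% for independent arrays. The 80 were selected by the difference between these same groups, so a high share among them follows from the selection. Without 1 array the counts grew by more than 1.5 times in most cases: 270 higher and 156 lower without *circAAGAB* replicate 1, 107 higher without *circAAGAB* replicate 2, 97 higher and 75 lower without *circAAGAB* replicate 3, 99 higher without empty vector replicate 3, 58 lower without empty vector replicate 2, and 72 higher but 19 lower without empty vector replicate 1. With both arrays of replicate number 1 left out, an alternative chosen after seeing the data, 144 were higher and 98 lower, and with the methods' test 29 were higher and 16 lower.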

Next, IPA was used to analyze the functions which the *circAAGAB*-regulated genes were involved in. One of the representative networks showed that the *circAAGAB*-regulated genes were involved in cell death and survival (Fig. 4D). In this network, 2 hub genes, *EGR1* and *ATF3*, which had the highest fold changes in the microarray data, were validated by quantitative RT-PCR (Fig. 4E) and western blotting (Fig. 4F&G). Both showed significant (*P* < 0.01) up-regulation in MDA-MB-231 cells overexpressing *circAAGAB* (Fig. 4E–G). In addition, results of canonical pathway analysis revealed that *circAAGAB* downstream genes participated in the p38 MAPK signaling pathway (Fig. 4H). 

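The genes that are coloured and fully legible in this network and have a named probe set all met the paper's criteria on the arrays, in the direction of their colour. The network was built from genes called on these same arrays, so this follows from their selection and is no independent support. *PMAIP1*, which encodes the pro-apoptotic protein NOXA, was 0.63 higher and *AIM2*, a sensor of cytosolic DNA, 0.60 higher. *DNMT1*, the maintenance DNA methyltransferase, was at 7.34 ± 0.17 (SD, n = 3) against 7.95 ± 0.24 (SD, n = 3), a log2 difference of -0.61, and *TRIB2*, a Tribbles pseudokinase, had a log2 difference of -0.63. A further label begins with CXCL and its end is hidden, so it was not matched to a gene; *CXCL8*, which encodes the chemokine interleukin 8, was at 7.91 ± 0.13 (SD, n = 3) against 7.26 ± 0.06 (SD, n = 3), a log2 difference of 0.65. The 3 arrays of each group did not overlap for any of these 5 genes. Another 5 network genes had signals below the olfactory receptor gauge: *IL5* and *IDO1* at log2 differences of 0.66 and 0.59, and *XCL1*, *MAP4K1* and *S100A12* at -0.64, -0.61 and -0.61. *XCL1* has a near-identical copy, *XCL2*, whose probe set differed by 0.51 the other way, so values of the pair are uncertain. None of these genes passed the test over all probe sets (adjusted p = 1.00 for each, limma). *LILRA4* was not analysed here.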

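*EGR1*, a zinc finger transcription factor of the immediate early response, was at 8.65 ± 0.20 (SD, n = 3) on the *circAAGAB* arrays and at 7.41 ± 0.06 (SD, n = 3) with the empty vector. This was a log2 difference of 1.24 (standard error 0.16, adjusted p = 0.478 from limma). *ATF3*, a stress-induced transcription factor, was at 7.46 ± 0.19 (SD, n = 3) against 6.58 ± 0.12 (SD, n = 3), a log2 difference of 0.88 (standard error 0.16, adjusted p = 1.00 from limma). Each gene was higher on all 3 *circAAGAB* arrays than on any empty vector array. By size of fold change they ranked 2 and 4 among the 80 probe sets that met the paper's criteria, behind *AAGAB* and with 1 unnamed probe set between them. Other immediate early genes were higher as well. Of 38 measured genes of this response, 33 were higher and 5 lower on the *circAAGAB* arrays, with a median log2 difference of 0.17, and 11 had an unadjusted p under 0.05, all of them higher. None passed over all probe sets, and 6 passed when adjusted over the list alone. These were *EGR1*, *ATF3*, *RGS2*, *DUSP1*, the Krüppel-like factor *KLF10* at 0.54 and *PTGS2*, which encodes cyclooxygenase 2, at 0.56. Against all other probe sets the list was shifted upward (camera, adjusted p = 5.85e-13 over 18 lists), but its adjusted p was 0.133 with an estimated correlation. By fry, which tests a list against no change and not against other probe sets, it was 0.0783. The list is not independent of the study, since it was drawn up because the network holds such genes. Without *EGR1*, *ATF3*, *DUSP1* and *RGS2*, which are coloured there (the label of the last is partly hidden), an alternative chosen after seeing the data, camera's adjusted p was 1.98e-07 at the preset correlation and 0.515 with an estimated correlation.

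**Figure D2:**
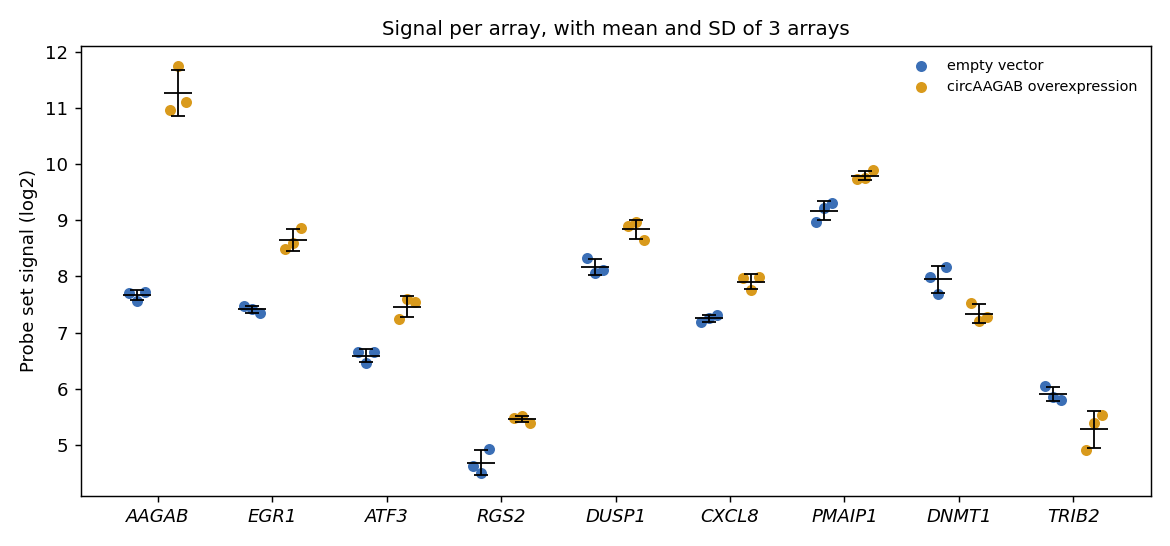
Log2 signal of the probe sets of *AAGAB*, of *EGR1* and *ATF3* and of 6 further genes that met the paper's criteria. Each point is 1 array, and the bars show the mean and SD of the 3 arrays of a group. *EGR1* lies at a mean of 8.65 with *circAAGAB* overexpression and 7.41 with the empty vector, and no gene shown has overlapping groups.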

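On the arrays, genes of the p38 MAPK pathway went both ways. *DUSP1*, which encodes a phosphatase that acts on p38 MAPK, was at 8.84 ± 0.17 (SD, n = 3) with *circAAGAB* overexpression and 8.17 ± 0.14 (SD, n = 3) with the empty vector. Its log2 difference was 0.68 (standard error 0.16, adjusted p = 1.00 from limma). *DUSP10*, another phosphatase of p38 MAPK and JNK, was 0.36 higher (adjusted p = 1.00), and in both genes the 3 arrays of the groups did not overlap. *MAP3K5*, an upstream kinase also known as ASK1, had a log2 difference of -0.42 and *DAXX*, which binds it, one of -0.37, both with an adjusted p of 1.00. Of 56 genes of the pathway, listed from textbook knowledge, 46 were measured, and *MAPK14*, the gene of p38 alpha, was not among them. Of the measured genes, 24 were higher and 22 lower, with a median log2 difference of 0.01. Only *DUSP1* and *DUSP10* had an unadjusted p under 0.05, and no member passed over all probe sets or adjusted over the list alone. The list as a whole did not pass (camera, adjusted p = 0.958, and 0.992 with an estimated correlation). It holds both upstream kinases and phosphatases that act on p38 MAPK. Camera tests for a shared direction, so this result cannot decide whether the pathway was activated. By fry for changes in either direction, the adjusted p was 0.694. Of the list's members only *DUSP1* was among the 80 probe sets that met the paper's criteria (Fisher's exact test, two-sided, p = 0.158). The gene list of the pathway software was not used here, and the arrays measure RNA and not phosphorylation.

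**Figure D3:**
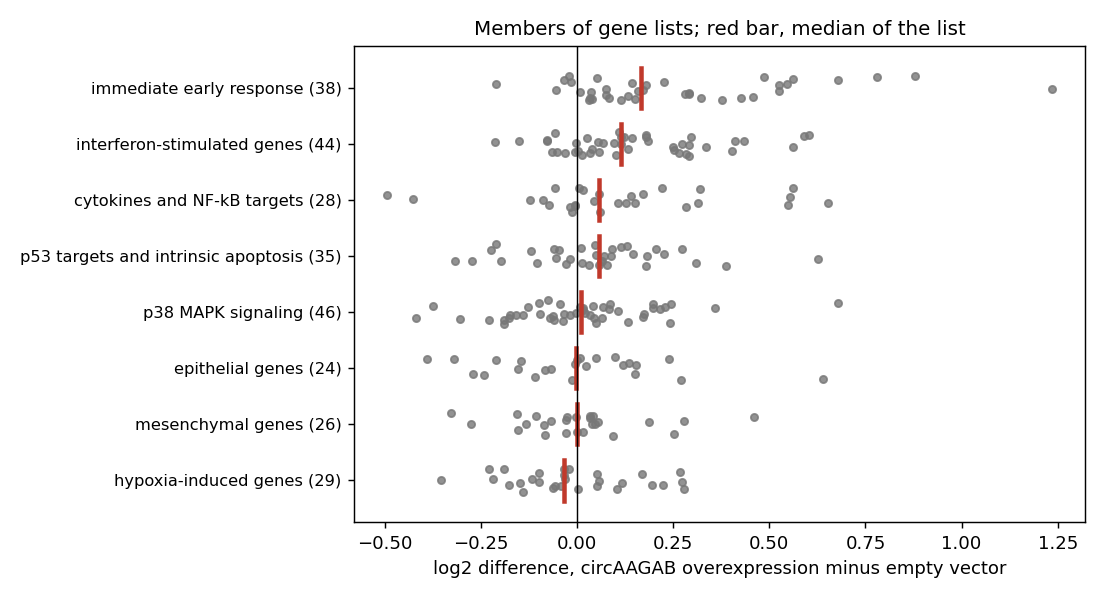
Log2 difference, *circAAGAB* overexpression minus empty vector, of each measured member of 8 gene lists, with the number of members in brackets. Each point is 1 gene, its height within a line is random, and the red bar is the median of the list. The p38 MAPK list has its median at 0.01 and the immediate early list at 0.17.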

The results of western blotting indeed showed that phosphorylated p38 MAPK was significantly (*P* < 0.05) activated in MDA-MB-231 cells overexpressing *circAAGAB* (Fig. 4I, J). These results indicated that *circAAGAB* regulated apoptosis-related genes, *EGR1* and *ATF3*, and the p38 MAPK signaling pathway.

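The list of ATF4, a stress-response transcription factor, and its targets, *ATF3* among them, did not pass as a whole. Of its 31 measured genes, 16 were higher and 15 lower on the *circAAGAB* arrays, with a median log2 difference of 0.02. *ATF3* alone passed when adjusted over the list alone, and none passed over all probe sets (camera, adjusted p = 0.958 for the list). Next to *ATF3*, the smallest unadjusted p among them was that of the tRNA ligase gene *AARS1*, with a log2 difference of -0.35 (adjusted p = 1.00). From the higher *EGR1* and *ATF3* on the arrays, in RT-qPCR and in western blots (Fig. 4E–G), and from the pathway analysis of the differentially expressed genes together with more phosphorylated p38 MAPK in western blots (Fig. 4H–J), the paper concludes that *circAAGAB* regulated these apoptosis-related genes and p38 MAPK signaling.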

**Fig. 4:**
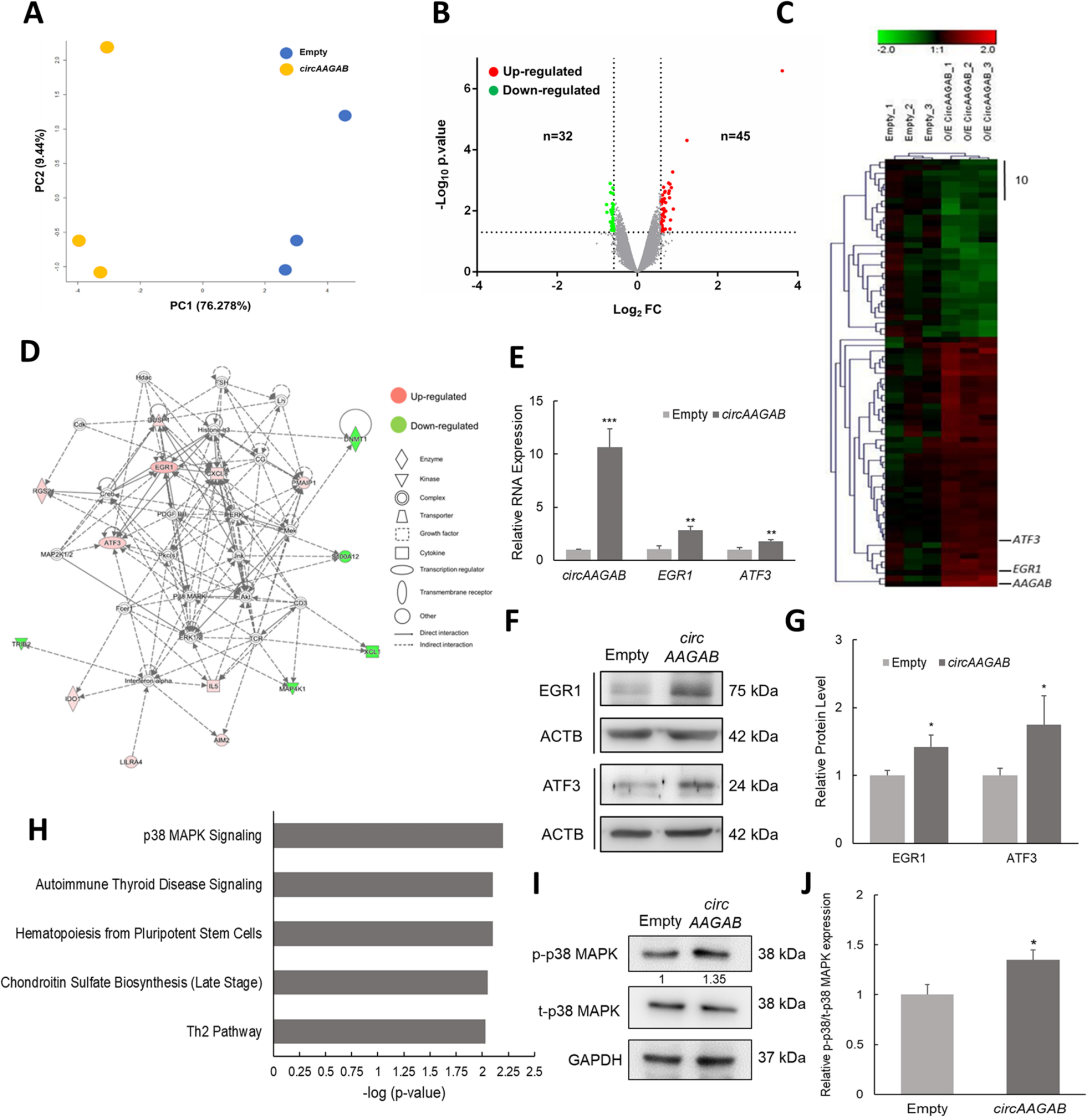
C*ircAAGAB*-regulated genes are involved in the p38 MAPK signaling pathway. **A** Principal component analysis (PCA) of samples overexpressing *circAAGAB*. PCA was plotted by the expression profiles of differentially expressed probes after quantile normalization. Yellow dots represent the *circAAGAB*-overexpressing group, and blue dots represent the empty vector group. **B** Volcano plot of differentially expressed genes in MDA-MB-231 cells overexpressing *circAAGAB* by Affymetrix microarray. Horizontal dashed line corresponds to *P* = 0.05. Vertical dashed lines correspond to fold change (FC) > 1.5X. **C** Heat map of differentially expressed genes. Red: higher expression levels as compared to the average of this gene in the empty vector group. Green: lower expression levels. Scale bar: 10 genes. **D** A representative network of *circAAGAB* downstream genes by Ingenuity Pathway Analysis. **E** Expression levels of *EGR1* and *ATF3* in MDA-MB-231 cells overexpressing *circAAGAB* by quantitative RT-PCR. Internal control: *GAPDH*. **F** Western blotting of EGR1 and ATF3 protein in MDA-MB-231 cells overexpressing *circAAGAB*. Loading control: ACTB. **G** Quantification of EGR1 and ATF3 protein levels in MDA-MB-231 cells overexpressing *circAAGAB*. **H** Canonical pathways analysis of *circAAGAB* downstream genes. **I** Western blotting for the phosphorylated (p) p38 MAPK in MDA-MB-231 cells overexpressing *circAAGAB*. t: total protein. **J** Quantification of phosphorylated (p) p38 MAPK in MDA-MB-231 cells overexpressing *circAAGAB*. Phosphorylated p38 MAPK was normalized to total (t) p38 MAPK. *P < 0.05, **P < 0.01, ***P < 0.001

### Identification of function of *circAAGAB*

Lastly, in vitro functional assays were performed. To determine the effects of *circAAGAB* on cell proliferation and colony formation, BrdU and MTT assays (data not shown) were conducted in MDA-MB-231 cells. The results indicated that *circAAGAB* inhibited colony formation (Fig. 5A, B), but had no effect on short-term cell proliferation by BrdU assays and MTT assays (data not shown). In addition, transwell assays were performed to evaluate cell migration (Fig. 5C, D) and invasion (Fig. 5E, F). The data illustrated that migratory and invasive cells were significantly (*P* < 0.05) decreased in MDA-MB-231 cells overexpressing *circAAGAB* (Fig. 5C–F). Also, the EMT markers vimentin (VIM) and E-cadherin (ECAD), were further measured. As expected, vimentin (mesenchymal marker) expression was significantly (*P* < 0.05) down-regulated, and E-cadherin (epithelial marker) was significantly (*P* < 0.05) up-regulated after overexpressing *circAAGAB* (Fig. 5G, H). These results suggested that *circAAGAB* played the role of tumor suppressor, inhibiting colony formation, cell migration, invasion, and EMT in MDA-MB-231 cells.

**Fig. 5:**
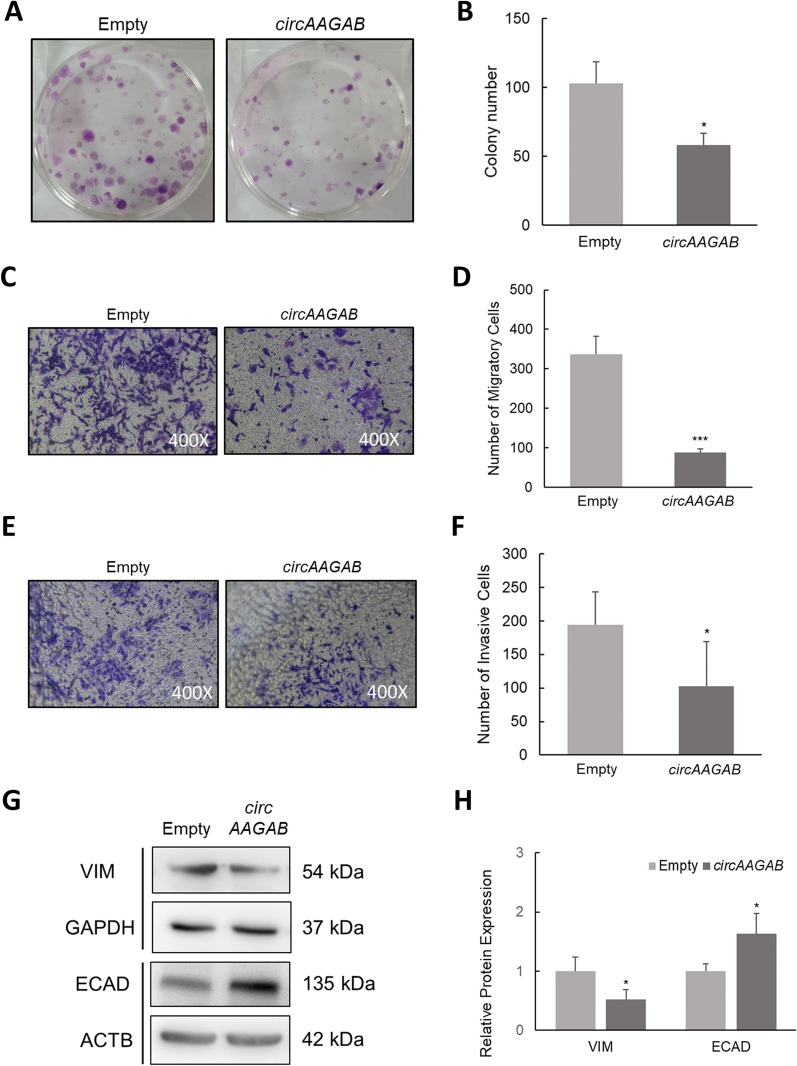
*CircAAGAB* inhibits colony formation, cell migration, invasion and epithelial-mesenchymal transition in MDA-MB-231 cells. **A** Colony formation assay in MDA-MB-231 cells overexpressing *circAAGAB*. MDA-MB-231 cells were transfected with *circAAGAB* plasmids, seeded into 6-well dishes, and incubated for 3 weeks. **B** Quantification of colony formation assay. **C** Migration assays of MDA-MB-231 cells overexpressing *circAAGAB*. Cells were transfected with *circAAGAB* plasmids, and 6 × 10^5^ cells were seeded into the inserts. The image was taken at 24 h after seeding. **D** Quantification of the migrating cells by transwell assays. **E** Invasion assays of MDA-MB-231 cells overexpressing *circAAGAB*. Cells were transfected with *circAAGAB* plasmids, and 1 × 10^6^ cells were seeded into the inserts with Matrigel coating on the membrane. The image was taken at 48 h after seeding. **F** Quantification of the invasive cells by transwell assays. **G** Western blotting for epithelial–mesenchymal transition markers vimentin (VIM) and E-cadherin (ECAD) in MDA-MB-231 cells overexpressing *circAAGAB*. Loading control for VIM: GAPDH. Loading control for E-cadherin ECAD: ACTB. **H** Quantification of VIM and ECAD in MDA-MB-231 cells overexpressing *circAAGAB*. The expression values were normalized to the respective loading controls. *P < 0.05, ***P < 0.001

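Of 35 measured p53 targets and genes of intrinsic apoptosis, 23 were higher and 12 lower on the *circAAGAB* arrays than on the empty vector arrays, with a median log2 difference of 0.06. *PMAIP1* and *GADD45A*, a gene induced by DNA damage, had an unadjusted p under 0.05, both on the higher side, with *GADD45A* at a log2 difference of 0.39. *SESN1*, a p53 target, was 0.31 higher, and *BCL2L1*, whose main product BCL-XL opposes apoptosis, had a log2 difference of -0.27. In *GADD45A*, *SESN1* and *BCL2L1* the 3 arrays of the groups did not overlap, but no member passed limma's test over all probe sets or adjusted over the list alone. The list as a whole did not pass either (camera, adjusted p = 0.535). Without *circAAGAB* replicate 1 it passed, at an adjusted p of 0.0405; over all alternatives this p lay between 0.0405 and 0.992.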

As shown in the previous results, *circAAGAB* downstream genes were involved in apoptosis. To determine whether *circAAGAB* regulated cell apoptosis in breast cancer cells, flow cytometry and western blotting were applied in MDA-MB-231 cells overexpressing *circAAGAB*. However, no sign of apoptosis was observed (data not shown). Therefore, we further examined whether *circAAGAB* affected radiosensitivity. As shown in Fig. 6, overexpression of *circAAGAB* in MDA-MB-231 cells after IR significantly (*P* < 0.01) increased the sub-G1 proportion of the cell population (Fig. 6A&B). Similarly, PI staining and annexin V staining illustrated that the percentage of cells in late apoptosis was significantly (*P* < 0.05) increased in MDA-MB-231 cells 24 h after IR (Fig. 6C, D). Subsequently, the marker of DNA damage and repair, γH2AX (Fig. 6E, F), and the apoptosis marker, caspase-3 (Fig. 6G, H), were examined in MDA-MB-231 cells overexpressing *circAAGAB* after IR treatment. The increased amounts of γH2AX (Fig. 6E, F) and caspase-3 (Fig. 6G, H) indicated an inability to repair DNA, resulting in more cell death after IR treatment. These results indicated that *circAAGAB* promoted radiosensitivity in breast cancer cells. All the above results indicated that the hypoxia-responsive circRNA, *circAAGAB*, interacted with FUS, sponged *miR-378 h*, restrained cell colony formation, cell migration and invasion, and increased radiosensitivity in breast cancer cells through the p38 MAPK signaling pathway (Fig. 7).

**Fig. 6:**
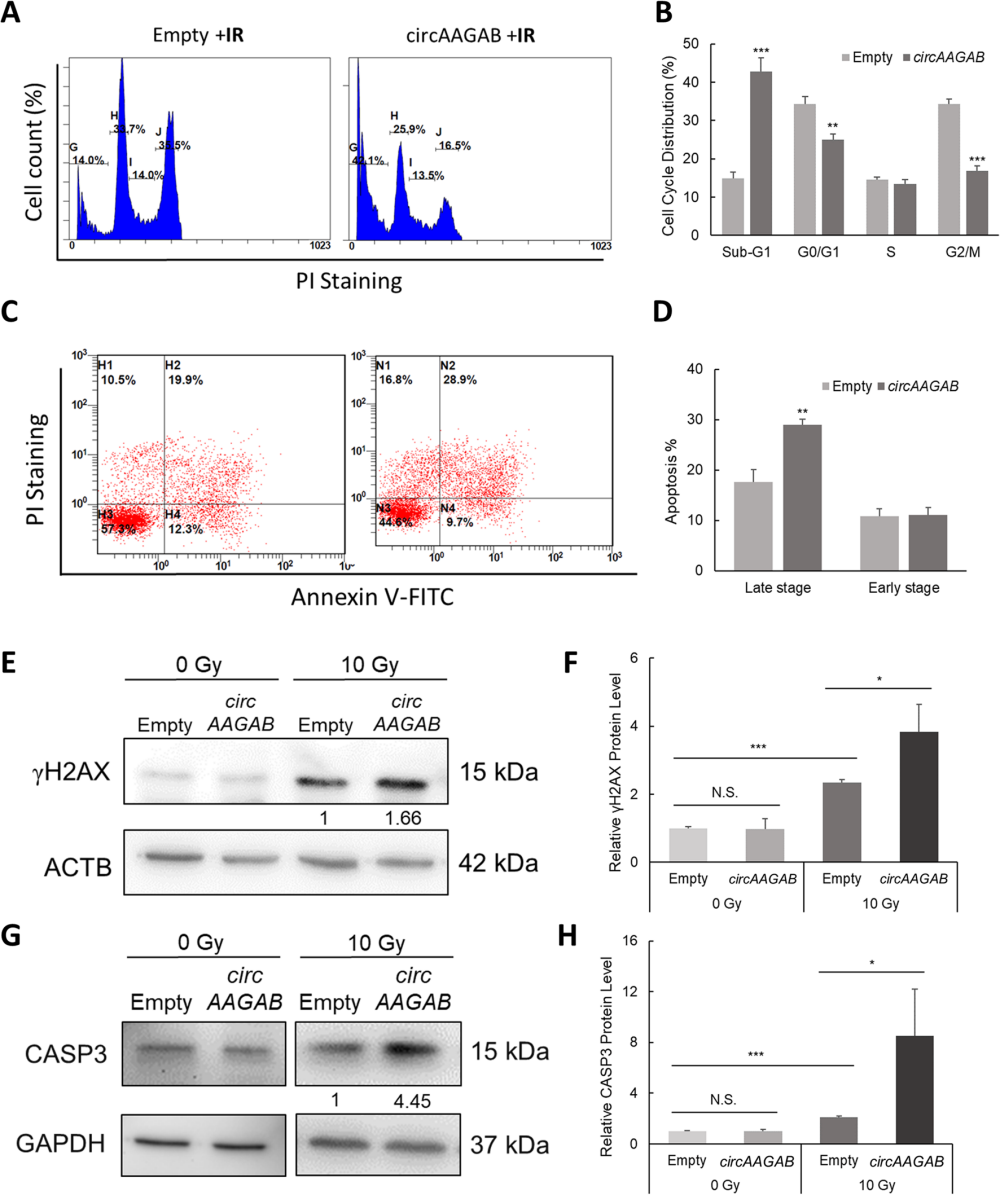
*CircAAGAB* increases radiosensitivity in MDA-MB-231 cells. **A** Representative diagram of flow cytometry in MDA-MB-231 cells overexpressing *circAAGAB* and treated with ionizing radiation (IR). Cells were transfected with *circAAGAB* plasmids and exposed to 10 Gy IR. Cells were then collected at 24 h after IR, fixed with 75% ethanol overnight, and stained with PI. **B** Quantification of cell cycle and apoptotic cells (sub-G1). **C** Representative diagram of flow cytometry with annexin-V and PI staining. Cells were transfected with *circAAGAB* plasmids and exposed to 10 Gy IR. Cells were then collected at 24 h after IR. **D** Quantification of early and late stages of apoptosis in MDA-MB-231 cells. **E**, **G** Western blotting of γH2AX (**E**) and caspase-3 (CASP3) (**G**) in MDA-MB-231 cells overexpressing *circAAGAB* and treated with IR. Cells were transfected with *circAAGAB* plasmids and exposed to 10 Gy IR. Cells were collected at 4 h after IR for γH2AX, and 6 h for CASP3. Loading controls: ACTB or GAPDH. **F**, **H** Quantification of γH2AX (**F**) and CASP3 (**H**) in MDA-MB-231 cells overexpressing *circAAGAB*. *P < 0.05, **P < 0.01, ***P < 0.001

**Fig. 7:**
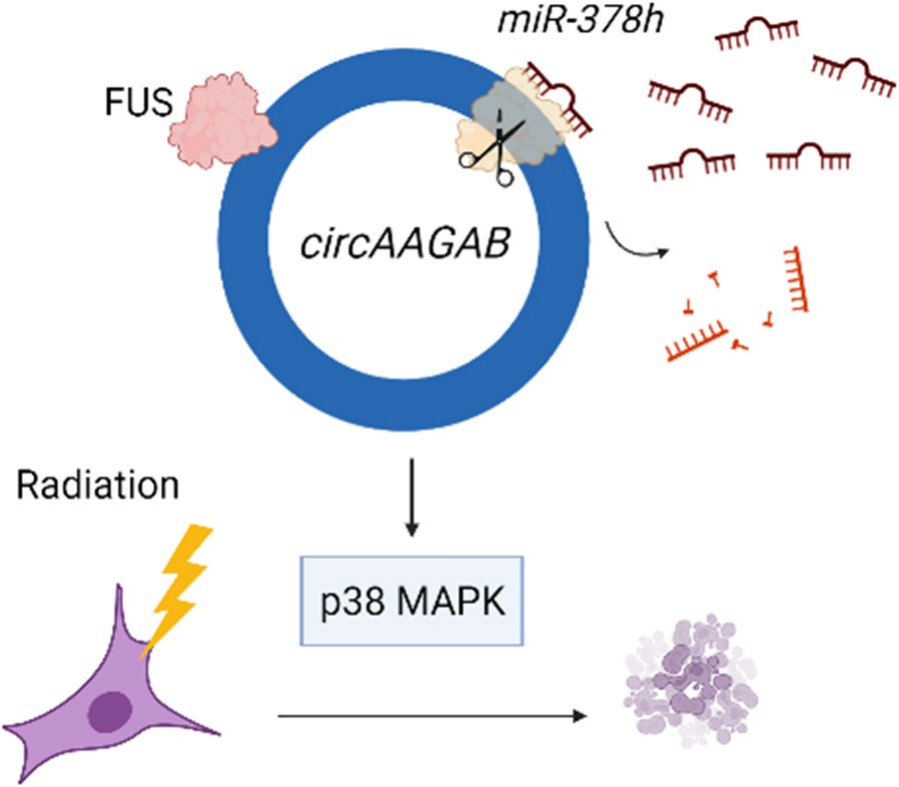
Schematic diagram elucidates the regulatory mechanisms and function of hypoxia-responsive *circAAGAB* in breast cancer cells

## Discussion

In this study, the functions and regulatory mechanisms of a novel hypoxia down-regulated circRNA, *circAAGAB*, were identified in breast cancer. First, the circular structure of *circAAGAB* and its expression levels under different oxygen concentrations were validated. Next, we established that the stability of *circAAGAB* increased by binding with the RNA binding protein FUS. Also, *circAAGAB* acted as a sponge of *miR-378 h,* resulting in up-regulation of *KIAA1522*, *NKX3-1,* and *JADE3*, target genes of *miR-378 h*. Finally, *circAAGAB* reduced colony formation and cell migration and invasion via the p38 MAPK pathway, and also increased radiosensitivity in MDA-MB-231 cells.

CircRNAs were initially reported to interact with RBPs in the cytoplasm and to function as protein sponges, protein decoys, and protein scaffolds [36]. For instance, binding of *circPABPN1* with HuR prevented HuR from binding to *PABPN1*, which led to lower translation of PABPN1 [37]. In this study, to evaluate whether *circAAGAB* bound to RBPs, ENCORI and RBPDB (http://rbpdb.ccbr.utoronto.ca/) were used to predict putative RBPs. ELAVL1, FUS, KHDRBS3, and YTHDC1 were the common predicted RBPs (Fig. 2A), and the binding possibility was calculated by RNA–Protein Interaction Prediction (RPISeq) (http://pridb.gdcb.iastate.edu/RPISeq/) (Fig. 2B). Since that KHDRBS3 had less endogenous levels in MDA-MB-231 cells (data not shown), that ELAVL1 might have less possibility of binding on circular RNAs because ELAVL1 bound to AU-rich element of mRNAs [38], and that YTHDC1, a reader of m6A [39], was not predicted in the previous version of ENCORI and was added recently, FUS was selected as the RBP candidate for validation. We discovered that FUS directly bound *circAAGAB* (Fig. 2D) and that knocking down FUS decreased *circAAGAB* stability (Fig. 2E). Recent studies have reported various mechanisms of regulating circRNA levels. For example, circRNA *CDR1as/ciRS-7* was degraded by endonuclease Ago2-mediated cleavage through *miR-671* recruitment [40]. m^6^A-modified circRNAs were shown to be broken down by endoribonucleolytic cleavage through YTHDF2 (m^6^A reader), HRSP12 (adaptor protein), and RNase P/MRP (endoribonucleases) [41]. On the other hand, recent emerging evidence also suggested that RBPs in the nucleus could regulate circuRNA biogenesis. For instance, QKI modulated circRNA formation via binding to specific motifs on the flanking intron of circRNAs [42]. Some studies have reported that FUS modulates circRNA biogenesis by binding to the introns flanking the back-splicing junction [43, 44]. Therefore, we conclude that FUS both regulates the biogenesis of *circAAGAB* in the nucleus and improves *circAAGAB* stability by blocking the excision site of nucleases in the cytoplasm.

Recent evidence suggested that circRNAs can sponge miRNAs to inhibit their effects on target genes, which typically results in up-regulated expression of target genes [18, 19]. In this study, *miR-378 h* was discovered to be down-regulated in two breast cancer cell lines overexpressing *circAAGAB* (Fig. 3F&G), up-regulated in hypoxic cells (Fig. 3J), and the direct binding site of *miR-378 h* on *circAAGAB* was validated by luciferase reporter assays (Fig. 3H&I). Furthermore, the target genes of *miR-378 h*, *KIAA1522*, *NKX3-1,* and *JADE3*, were validated as competing endogenous RNAs of *circAAGAB*, with down-regulation by overexpressing *miR-378 h* (Fig. 3K) and up-regulation by overexpressing *circAAGAB* (Fig. 3L). These findings suggested that *circAAGAB* could act as a sponge for *miR-378 h* to up-regulate the expression levels of *KIAA1522*, *NKX3-1,* and *JADE3*. Although *KIAA1522* was shown to promote malignancy in hepatocellular carcinoma cells [45], *NKX3-1* played the role of tumor suppressor in prostate cancer [46]*,* and *JADE3* was found to increase stemness in colon cancer [47], this is the first discovery of their tumor suppressor roles in breast cancer. However, whether *miR-378 h* can directly bind to *KIAA1522*, *NKX3-1,* and *JADE3* remains unknown and needs to be verified by luciferase assays. Nevertheless, our findings suggested that *circAAGAB* inhibited breast cancer progression through the *circAAGAB*-*miR-378 h*-*KIAA1522/NKX3-1*/*JADE3* axis and could serve as a novel biomarker or target for therapy.

To determine which pathway and cell functions *circAAGAB* was involved in in breast cancer cells, Affymetrix microarrays were performed in MDA-MB-231 cells overexpressing *circAAGAB*. Differentially expressed genes from the microarrays were analyzed, and potential pathways were predicted by IPA and validated by quantitative RT-PCR and western blotting. The results showed that *circAAGAB* up-regulated genes related to cell death and survival, such as *EGR1* and *ATF3* [48, 49] (Fig. 4E–G), and was implicated in the p38 MAPK signaling pathway (Fig. 4H–J). It has been reported that p38 MAPK is involved in many cellular signaling pathways that modulate tumor malignancy, such as proliferation, migration and invasion, EMT, and apoptosis [50–54], and circRNAs could also affect these cell functions in transformed cells. For example, *circ-ITCH* inhibited cell proliferation, colony formation, migration and invasion, and promoted cell apoptosis in bladder cancer via regulating p21 and PTEN expression [55]. In this study, our data revealed that *circAAGAB* could repress colony formation (Fig. 5A, B), cell migration (Fig. 5C, D), and invasion (Fig. 5E, F) in breast cancer. In accordance with this finding, vimentin (mesenchymal marker) expression was down-regulated and E-cadherin (epithelial marker) was up-regulated (Fig. 5G, H).

However, *circAAGAB* enhanced cell apoptosis only in MDA-MB-231 cells treated with IR (Fig. 6). Up-regulation of γH2AX (Fig. 6E, F) and caspase-3 (Fig. 6G, H) expression after IR treatment proved that double-stranded DNA was indeed broken and caused cell death. The remarkable increase of γH2AX (Fig. 6E, F) and caspase-3 (Fig. 6G, H) expression in MDA-MB-231 cells both overexpressing *circAAGAB* and treated with IR suggested that DNA repair capability was decreased and induced cell apoptosis. These results inferred that *circAAGAB* increases radiosensitivity in breast cancer, which is consistent with other evidence that circRNA may affect radiosensitivity. For example, knocking down *circ_0086720* increased radiosensitivity in lung cancer by modulating the *miR-375*/*SPIN1* axis [56].

IR can generate reactive oxygen species (ROS) and causes double-strand DNA breaks, inducing a series of DNA damage responses [57]. As shown in previous studies, double-stranded DNA damage activates ataxia telangiectasia mutated and its downstream proteins, including γH2AX, CHK2, p53, and p21. Via these proteins, activation of ATM results in ROS-triggered p38 MAPK activity and leads to cell cycle arrest or cell apoptosis [58–60]. As shown previously in this study, *circAAGAB* reduced cell colony formation, migration and invasion through the p38 MAPK signaling pathway without radiation treatment. It is possible that *circAAGAB* could activate apoptosis as part of the DNA damage response via the p38 MAPK signaling pathway. However, the downstream cellular pathways of p38 MAPK were not clear, and further experiments are warranted.

In this study, the regulatory mechanism of *circAAGAB* and its effects on cellular functions in MDA-MB-231 cells were determined. Nevertheless, there were some limitations in this research. For example, since MDA-MB-231 cells had the lowest endogenous expression levels and better overexpression efficiency of *circAAGAB* as compared to other breast cancer cell lines, in vitro cellular function assays were performed in MDA-MB-231 cells. Yet, to make the functional role of *circAAGAB* more convincing, the in vitro cellular function assays could be done in other breast cancer cells with high endogenous expression levels of *circAAGAB*, such as MCF-7 or MDA-MB-361 cells, by transfecting siRNA against *circAAGAB*. Furthermore, xenograft assays of MDA-MB-231 cells over-expressing *circAAGAB* in nude mice and examination of the expression levels of *circAAGAB* in clinical specimens may be other possible routes in the future.

## Conclusions

Taken together, this study revealed that a hypoxia-responsive circRNA, *circAAGAB*, interacted with FUS to avoid degradation, sponged *miR-378 h* to up-regulate *KIAA1522*, *NKX3-1*, and *JADE3*, restrained cell colony formation, cell migration and invasion, and increased radiosensitivity in breast cancer cells through the p38 MAPK signaling pathway.

## Data Availability

The microarray datasets generated during the current study are available in the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158779).

## Abbreviations

circRNA: Circular RNA
PD-L1: Programmed death 1 ligand
CTLA-4: Cytotoxic T-lymphocyte-associated protein 4
miRNA: MicroRNA
RBP: RNA binding protein
IRES: Internal ribosome entry site
EMT: Epithelial–mesenchymal transition
FBS: Fetal bovine serum
siRNA: Small interfering RNA
gDNA: Genomic DNA
cDNA: Complementary DNA
Ct: Cycle threshold
SDS-PAGE: Sulfate‑polyacrylamide gel electrophoresis
PVDF: Polyvinylidene difluoride
PCA: Principal component analysis
IPA: Ingenuity pathway analysis
IR: Ionizing radiation
PI: Propidium iodide
CIRI: CircRNA Identifier
ENCORI: Encyclopedia of RNA interactomes
RBPDB: RNA-binding protein database
RPISeq: RNA–protein interaction prediction
VIM: Vimentin
ECAD: E-cadherin
RF: Random forest
SVM: Support vector machine

How the deposited data were processed for this re-analysis (not part of the article)

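RNA was measured in MDA-MB-231 cells 24 h after transfection, in 3 arrays with the empty vector and 3 with *circAAGAB* overexpression (4 µg of plasmid). The authors labelled the RNA with the WT Plus and WT Terminal Labeling kits, hybridised Clariom S arrays, normalized them by robust multichip averaging (RMA, also named in the submitters' processing notes) and deposited log2 values, 1 per probe set and array, which are used here as deposited. The legend of Fig. 4 adds quantile normalization. The software, its version and the annotation behind the values are not given in the sources used here. RMA summarises several probes into 1 value and makes the arrays' distributions alike, so an overall shift of the transcriptome between the groups would not show. The sorted values of the 6 arrays were close but not identical, and the arrays of replicate number 1 had the smallest SDs, 2.11 and 2.08 against 2.17 to 2.21.

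Probe sets were named through the array's annotation table, updated with the gene table of GRCh38.p14. Of 21448 probe sets 17709 had 1 symbol, 0 had several and 3739 were unnamed here. No control probe sets were in the table, so the alternative that keeps them in was not run. KIAA1522 was found under its current symbol *NHSL3*. Some genes that the paper names are not reported here. Where several probe sets had one gene, the one of highest mean signal stood for it. Arrays give no read depth, and the values came with no detection p-values. The 95th percentile of 348 olfactory receptor genes' mean signals, 4.65, was used as a gauge of background, and probe sets below it are called dim.

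The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, two-sided) and Benjamini-Hochberg adjustment over all probe sets. The paper's criteria, a fold change of at least 1.5 and an unadjusted p under 0.05, were applied to the same fit. The paper's statistics section names an unpaired Student's test (the methods' test) for its experiments without naming the arrays, and that test was run as an alternative. Gene lists were tested with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 18 lists, and list medians, or in 1 test a mean, were set beside 10000 random lists matched on mean signal. The lists were immediate early response, p38 MAPK signaling, cytokines and NF-kB targets, interferon-stimulated genes, ATF4 targets, p53 targets and intrinsic apoptosis, epithelial, mesenchymal and hypoxia-induced genes, cell proliferation, DNA double-strand break repair, blood cell, fibroblast and stromal and luminal breast genes, the predicted *miR-378h* targets of Fig. 3K, ribosomal proteins, replication-dependent histones and olfactory receptors. The lists, tests, alternatives and the rule for named genes were fixed before the data were examined, but after reading the paper. Exceptions are the tests of explanations in the closing section, and the tests and alternatives that it names as chosen later. The rule took the 10 genes of largest fold change in each direction (adjusted p under 0.05 and no overlap of arrays, filled up from the paper's criteria), every gene of the paper's text with a probe set, the coloured genes legible in Fig. 4D, and up to 4 members of smallest p of each list. In Fig. 4D the ends of a label beginning with CXCL and of one beginning with RGS2 are hidden, so those labels were not counted as legible. *CXCL8* and *RGS2* were nevertheless left out of the lists together with the legible genes where the network's genes were left out, since they may be the genes meant. *KLF10* falls outside it and was chosen after its value was seen. The planned test of genes with *miR-378h* seed sites was not run, because no transcript sequences were used here.

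Arrays of the same replicate number deviated together from their group means (correlations of 0.603, 0.189 and 0.549 over probe sets for numbers 1, 2 and 3), so by the rule used, a correlation over 0.1 in every pair, the numbers pair the arrays. The pairing comes from the labels' replicate numbers and this check. In replicate 2 other arrays correlated more, such as empty vector replicate 3 with *circAAGAB* replicate 2 at 0.286. The fit without the block stayed the main one, and the block is an alternative.

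The procedure was tested on simulated data for this comparison, over 21448 probe sets in 10 simulations that kept the arrays' replicate effects. Of probe sets changed 1.5-fold, limma recovered 0.4% at an adjusted p under 0.05. This share was 24.2% at 2-fold, 95.4% at 4-fold and 100% at 12-fold. By the paper's criteria 46.0% were recovered at 1.5-fold and 98.2% at 2-fold, together with a mean of 22.8 unchanged probe sets. A list shifted by 0.25 was called by camera in 10 of 10 simulations, with 1 call of another list. Beyond the replicate effects, the noise was drawn independently for each probe set. The simulations therefore do not show how often unchanged probe sets or lists are called when genes are correlated. Alternatives tried were the replicate block, further normalization, filters on dim probe sets, other variance models, array weights, other tests of genes and lists, another scale for the fold change, and leaving out arrays.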

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

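The tests of the plasmid response and of the network genes were chosen only after the results they bear on were seen. The test of the network genes was run on a median and then, since 4 of 38 members can hardly move one, on a mean. The counts of genes over other splits of the arrays were also chosen later. The other tests of explanations below were not in the plan fixed before the data were examined, and they address patterns seen in the data. Each of 5 gene lists that the paper does not report was shifted upward on the *circAAGAB* arrays against the empty vector controls by camera, at a preset correlation of 0.01, with no member past limma's adjusted test over all probe sets. The median log2 difference was 0.17 for the immediate early response, 0.11 for interferon-stimulated genes, 0.0947 for replication-dependent histones, 0.0727 for ribosomal proteins and 0.0586 for cytokines and NF-kB targets. Among matched random lists these medians lay at percentiles 100, 100, 99.99, 98.43 and 93.78, in the same order. With an estimated correlation none of the 5 kept an adjusted p under 0.05: the values were 0.133, 0.472, 0.992, 0.992 and 0.992. In the 3 other splits of the arrays that part every replicate pair, camera called 0 to 2 of the 18 lists, against 5 in the real split; the 4 splits that put both arrays of replicate number 1 in one group gave 4 to 7, and the other 2 splits gave 1 and 3.

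The first pattern is the shared upward shift of immediate early genes. Over replicates 2 and 3 alone the median was 0.19, where matched random lists lay between -0.06 and 0.08. This argues against the arrays of replicate number 1 as its only source. Such random lists ignore correlation between members, so their range may be too narrow, and an estimated correlation was not tried for these replicates alone. The other 34 members argue, but not firmly, against *EGR1*, *ATF3*, *DUSP1* and *RGS2* carrying the shift alone. Their mean was 0.19, where the means of random lists lay between -0.05 and 0.06. However, camera with an estimated correlation gave p = 0.0304 before and 0.515 after adjustment over 18 lists. A stronger response to the transfected plasmid stays open: the median of interferon-stimulated genes was 0.11, above the -0.05 to 0.06 of matched random lists, but camera gave p = 0.0524 with an estimated correlation (0.472 after adjustment), and each *circAAGAB* array differs from the controls in its plasmid too, so this and an effect of *circAAGAB* itself cannot be told apart. The 10 splits of 6 arrays are too few for a share under 0.05. Only 1 of them, the real one, had a median as large as 0.17. The highest of all others was 0.14, and of the 3 others that part every replicate pair 0.0916. Camera's lowest adjusted p was 0.00119 among all others and 0.0218 among those 3. The list was drawn up because the network, built from genes called between these groups, holds such genes, which favours the real split. Without *EGR1*, *ATF3*, *DUSP1* and *RGS2* the median in the real split was 0.1464, and the other splits were not run without them.

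The second pattern is that both arrays of replicate number 1 stand apart from the other 4. Replicate number accounted for 64.5% of the variance on 2 degrees of freedom, group for 12.9% on 1 and the rest for 22.6% on 2. The narrower range of signal of these arrays is not the whole cause, since after quantile normalization the replicate number still accounted for 63.5%. The 4 splits that put both arrays in one group gave 333 to 1555 probe sets by the paper's criteria, against 80 for the real split, which points to the same structure of the samples and does not tell where it comes from. What sets the arrays apart stays open, and no biological explanation was tested, because the design names none for a replicate number.

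The third pattern is the excess of dim probe sets among those that meet the paper's criteria, 75.0% against 31.6% of all. Larger noise of dim probe sets is a candidate explanation: their median within-group SD was 0.27, against 0.218 for the rest, and the dim share was 87.5% to 100% in the other 3 splits that part every replicate pair. Those splits gave 50 to 88 probe sets by the criteria, but 0 to 11 of them were above the olfactory receptor gauge, where the real split gave 20. An effect of *circAAGAB* on some dim genes stays open, as untested.

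The counts of genes were also set against the other splits, which are too few for a share under 0.05. By the paper's criteria the real split gave 80 probe sets and the highest other 1555, and 6 of the 10 splits, the real one included, gave as many. At an adjusted p under 0.05 the real split gave 1 gene, *AAGAB*, and the highest other 0, so 1 of the 10 splits gave as many. The plasmid carries exons of *AAGAB*, so this result bears on the labels of the arrays and not on other genes. With the replicate number as a block, the real split gave 107 by the criteria and the other 3 that part every pair gave 62 to 130, with 0 past the adjusted p.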

How the results depend on the processing

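Leaving out both arrays of replicate number 1, leaving the genes of Fig. 4D out of the lists (with both correlations) and the selection of the principal component analysis by linear means were chosen after seeing the data; the other alternatives were planned. With the replicate number as a block (replicate block), 63 probe sets were higher and 44 lower by the paper's criteria, all 80 of the fit without it among them, *AAGAB* alone passed (adjusted p = 0.0407, where the alternatives gave 2.29e-05 to 0.471), and no call of a gene or list changed; the share of the first component over called genes was 63.1%. *AAGAB* was the only gene at an adjusted p under 0.05 under all alternatives except array weights, which gave empty vector replicate 2 a weight of 10.1 and *circAAGAB* replicate 1 one of 0.196 and where 3 genes passed (*AAGAB*, and *EGR1* and *ATF3* at log2 differences of 1.29 and 1.07), and the methods' test, where 0 passed although *AAGAB* kept its log2 difference of 3.61; 29 probe sets were then higher and 16 lower. For genes up by the paper's criteria and genes down by the paper's criteria, the counts were 9 higher and 1 lower above the median signal, 13 and 7 above the olfactory receptor gauge, which follows from fewer dim probe sets tested, 176 and 131 with array weights, 144 and 98 without both arrays of replicate number 1, and 66 to 270 and 19 to 156 when each array was left out in turn. The p38 MAPK list stayed uncalled under every alternative. The immediate early list stayed called except with an estimated correlation (0.133, and 0.515 without the genes of Fig. 4D as well) and fry (0.0783). DNA double-strand break repair, uncalled with a downward sign, turned upward without *circAAGAB* replicate 1 (adjusted p = 0.0337; 0.00861 to 0.946 when each array was left out in turn, and up to 0.992 over the alternatives). The first component's share (PC1 share over all genes) was 56.0% to 64.2% when each array was left out in turn, 69.2% above the median signal, 66.7% above the gauge, 46.3% with values scaled to SD 1 and 42.3% without both arrays of replicate number 1. The PC1 share over called genes was 77.4% to 82.2% when each array was left out in turn, 96.2% and 89.2% with these filters, 72.9% with trend and robust, 58.3% with array weights, 87.0% with the methods' test, 72.2% scaled and 83.9% without both arrays. Apart from the filters, the cause was not tested. Of 99 genes followed, 8 changed sign under some alternative, none of them with an unadjusted p under 0.05. Keeping control probe sets in was not run, as there were 0. Arrays have no depth; signal near background limits the dim genes.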

Differences from the paper's values

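The counts by the paper's criteria, 46 higher and 34 lower, were within 1.5 times the paper's 45 and 32. With the fold change taken as the ratio of mean linear values, an alternative set before the data were examined, they were 45 and 32, and 72 of these 77 probe sets were also called by the difference of log2 means. 

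The paper gives *EGR1* and *ATF3* the highest fold changes, and it also found both higher in RT-qPCR and western blots (Fig. 4E–G). By size of fold change in either direction, over all probe sets, *AAGAB* was highest, with a log2 difference of 3.61. The plasmid carries exons of *AAGAB*, so this rank may reflect the transfected sequence. *EGR1* followed with 1.24, and *ATF3* ranked 6 with 0.88, behind 3 unnamed probe sets, of which 1 met the paper's criteria. Among the 80 probe sets that met them *ATF3* ranked 4. Leaving out *AAGAB*, *EGR1* and *ATF3* were the named genes of largest fold change. Neither passed limma's test after Benjamini-Hochberg adjustment, except with array weights, where the adjusted p was 0.0105 for *EGR1* and 0.0435 for *ATF3* (up to 1.00 for both over the alternatives).

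The paper names p38 MAPK signaling as a pathway of the differentially expressed genes, and it also found more phosphorylated p38 MAPK in western blots (Fig. 4I, J). Of 46 measured genes of a textbook list, *DUSP1* alone met the paper's criteria (Fisher's exact test, p = 0.158), and no alternative called the list as a whole. The list mixes upstream kinases and phosphatases, so a test for a shared direction cannot decide whether the pathway was activated. The pathway software's own list was not used here, and RNA values do not measure phosphorylation.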

Other observations

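Interferon-stimulated genes and cytokines were shifted upward on the *circAAGAB* arrays by camera, but not under every alternative. Of 44 interferon-stimulated genes, 34 were higher and 10 lower, none passed limma's adjusted test over all probe sets or adjusted over the list alone, and 3 had an unadjusted p under 0.05, all higher: *AIM2*, *IDO1* and *CMPK2*, a mitochondrial nucleotide kinase, at a log2 difference of 0.43. *ISG15*, a ubiquitin-like protein, was 0.41 higher (unadjusted p = 0.0697). The list passed camera with an adjusted p of 1.25e-04, but not with an estimated correlation (adjusted p = 0.472). Of 28 cytokines and NF-kB targets, 18 were higher and 10 lower, with *CXCL8* at 0.65, *PTGS2* at 0.56 and *IL24*, a cytokine of the IL-10 family, at 0.55 on the higher side and the adhesion molecule *ICAM1* at -0.49 (adjusted p = 1.00 for each). Camera's adjusted p was 0.0110, but 0.0601 on ranks, 0.0592 without the genes of the network (chosen after seeing the data), 0.152 without empty vector replicate 2, 0.532 without *circAAGAB* replicate 1 and 0.992 with an estimated correlation.

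Most genes of ribosomal proteins and of histones had small positive differences, and none passed limma's adjusted test. Of 49 genes of ribosomal proteins, 47 were higher, with none past an unadjusted p under 0.05 (camera, adjusted p = 0.00336, and 0.992 with an estimated correlation; 0.0803 after quantile normalization once more and 0.378 without *circAAGAB* replicate 2). Of 61 genes of replication-dependent histones, 50 were higher, such as *H3C10* at 0.35 (adjusted p = 1.00; camera for the list, adjusted p = 1.25e-04, and 0.992 with an estimated correlation, 0.432 without *circAAGAB* replicate 2 and 0.0584 without empty vector replicate 3). Histone genes are near-identical copies of each other, so single members are uncertain.

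Other lists did not pass camera with all 6 arrays. Its adjusted p was 0.876 for 29 hypoxia-induced genes (median log2 difference -0.03), 0.702 for 39 proliferation genes, 0.711 for 31 genes of DNA double-strand break repair, 0.711 for 15 luminal breast genes, 0.958 for 42 blood cell genes and for 16 fibroblast and stromal genes, and 0.711 for 348 olfactory receptors. Of these, DNA double-strand break repair passed downward without empty vector replicate 1 (adjusted p = 0.00949) and without *circAAGAB* replicate 3 (0.00861) but upward without *circAAGAB* replicate 1 (0.0337), and olfactory receptors passed upward without empty vector replicate 1 (0.00949) and without *circAAGAB* replicate 2 (0.0498). Epithelial genes (24 measured, adjusted p = 0.986, camera upward) and mesenchymal genes (26 measured, adjusted p = 0.986, camera downward) had medians of -0.0027 and -0.0002 and means of -0.0048 and 0.0029, so that median, mean and test differed in sign.

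Some genes that the paper measured by other assays were also on the arrays. In the paper's western blots of cells overexpressing *circAAGAB* vimentin was lower and E-cadherin higher; on the arrays *VIM* had a log2 difference of 0.09 (standard error 0.14, unadjusted p = 0.510 from limma) and *CDH1*, below the olfactory receptor gauge, one of 0.27 (standard error 0.27, unadjusted p = 0.340 from limma). Of the *miR-378h* targets that the paper found higher by RT-qPCR, *JADE3* had a log2 difference of 0.28 (standard error 0.22, unadjusted p = 0.228 from limma) and KIAA1522 one of -0.04 (standard error 0.16, unadjusted p = 0.820 from limma). Of the 7 measured genes among the predicted targets of Fig. 3K, 4 were higher and 3 lower (camera, adjusted p = 0.711). *H2AX* RNA in these cells, which were not irradiated, had a log2 difference of 0.19 (unadjusted p = 0.307 from limma), and *NDRG1*, a hypoxia-induced gene, one of -0.23 (unadjusted p = 0.143 from limma). A p that misses the threshold does not show that these genes did not differ.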
